# A role for RNA post-transcriptional regulation in satellite cell activation

**DOI:** 10.1186/2044-5040-2-21

**Published:** 2012-10-09

**Authors:** Nicholas H Farina, Melissa Hausburg, Nicole Dalla Betta, Crystal Pulliam, Deepak Srivastava, DDW Cornelison, Bradley B Olwin

**Keywords:** Satellite cell, RNA post-transcriptional regulation, microRNA.

## Abstract

**Background:**

Satellite cells are resident skeletal muscle stem cells responsible for muscle maintenance and repair. In resting muscle, satellite cells are maintained in a quiescent state. Satellite cell activation induces the myogenic commitment factor, MyoD, and cell cycle entry to facilitate transition to a population of proliferating myoblasts that eventually exit the cycle and regenerate muscle tissue. The molecular mechanism involved in the transition of a quiescent satellite cell to a transit-amplifying myoblast is poorly understood.

**Methods:**

Satellite cells isolated by FACS from uninjured skeletal muscle and 12 h post-muscle injury from wild type and Syndecan-4 null mice were probed using Affymetrix 430v2 gene chips and analyzed by Spotfire^tm^ and Ingenuity Pathway analysis to identify gene expression changes and networks associated with satellite cell activation, respectively. Additional analyses of target genes identify miRNAs exhibiting dynamic changes in expression during satellite cell activation. The function of the miRNAs was assessed using miRIDIAN hairpin inhibitors.

**Results:**

An unbiased gene expression screen identified over 4,000 genes differentially expressed in satellite cells *in vivo* within 12 h following muscle damage and more than 50% of these decrease dramatically. RNA binding proteins and genes involved in post-transcriptional regulation were significantly over-represented whereas splicing factors were preferentially downregulated and mRNA stability genes preferentially upregulated. Furthermore, six computationally identified miRNAs demonstrated novel expression through muscle regeneration and in satellite cells. Three of the six miRNAs were found to regulate satellite cell fate.

**Conclusions:**

The quiescent satellite cell is actively maintained in a state poised to activate in response to external signals. Satellite cell activation appears to be regulated by post-transcriptional gene regulation.

## Background

Skeletal muscle is terminally differentiated and thus, requires a population of resident adult stem cells, satellite cells, for maintenance and repair [1-3]. Satellite cells are typically mitotically quiescent in resting muscle and activate to prepare for cell cycle entry by HGF [4,5], nitric oxide [6], and TNFα [7], upon a muscle injury. Intracellular p38α/β MAPK and downstream signaling is stimulated upon satellite cell activation, permitting MyoD induction (Troy *et al.*)^a^[8], S-phase entry [8,9], and subsequent proliferation. A subset of satellite cells self-renew to maintain the satellite cell pool (Troy *et al.*)^a^[10,11] and generate a rapidly proliferating transit-amplifying myoblast population (Troy *et al*.)^a^[10].

The transition from a quiescent satellite cell to a proliferating, transit amplifying myoblast was thought to require extensive transcriptional induction as quiescent satellite cells have a low ratio of cytoplasmic volume to nuclear volume, few cellular organelles, tightly packed heterochromatin, and are believed to be metabolically inactive [12,13]. However, recent evidence suggests that satellite cell quiescence is ‘active’ and satellite cells are poised to react to external stimuli after muscle damage [14]. Moreover, quiescent fibroblasts exhibit high metabolic activity [15] in agreement with a quiescent state that is far from ‘quiet’. Interestingly, a growing pool of data demonstrates that cell fate determination is reliant on post-transcriptional gene regulation [16-20] and may provide mechanisms to maintain quiescent satellite cells in a ready state.

One such RNA post-transcriptional mechanism, microRNA-mediated gene silencing, regulates skeletal muscle specification and myogenic differentiation [21-23]. MicroRNAs (miRNA) are a class of small non-coding RNAs that bind to target mRNA in a sequence specific manner to mediate gene silencing [24-27] and can target and silence protein expression from tens to hundreds of mRNAs [26,27]. Furthermore, miRNAs modulate stem cell fate decisions [28-31] and may have similar functions in satellite cells. Recent studies identify miR-489 and miR-206 expression in quiescent satellite cells [32,33], however, it is likely that many uncharacterized miRNAs play roles in the transition of a quiescent satellite cell to transit-amplifying myoblast.

To understand the mechanisms involved in satellite cell activation, we previously screened a number of candidate genes for changes in expression from freshly isolated satellite cells and from satellite cells isolated at either 12 h post-muscle injury or 48 h post-muscle injury to represent quiescent, activated, and proliferating satellite cells, respectively. Although unbiased gene expression screens have been performed on satellite cells, these studies have either compared freshly isolated satellite cells to satellite cells expanded in culture [14,34] or to satellite cells in diseased skeletal muscle [14]. Neither of these studies directly compared satellite cells prior to and following induced muscle injury *in vivo* and thus, the reported gene expression changes specific to cell culture or specific to diseased muscle may not reliably identify gene expression changes associated with satellite cell activation *in vivo*. Here, we report global gene expression profiles and candidate miRNAs associated with quiescent and activated satellite cells as well as identify a novel function for miR-16, miR-106b, and miR-124 in satellite cell fate determination. From these analyses, we posit that satellite cell activation is primarily regulated by post-transcriptional gene regulation as opposed to transcriptional induction.

## Methods

### Mice

All animal procedures were performed according to protocol number 1012.01 approved by Institutional Animal Care and Use Committee at the University of Colorado at Boulder. Mice were housed in a pathogen-free environment at the University of Colorado at Boulder. All mice sacrificed were female and between 3 and 6 months of age. Wild type mice were C57Bl/6xDBA2 (B6D2F1/J, Jackson Labs) and syndecan-4^−/−^ mice carry homozygous deletion of syndecan-4 in the C57Bl/6 background [35].

### Fluorescence-activated cell sorting of satellite cells

The tibialis anterior muscles of 3-month-old female B6D2F1/J or syndecan-4^−/−^ mice were injured by injection with 50 μL 1.2% BaCl_2_ in saline prior to harvest or harvested from uninjured hind limbs. The tibialis anterior muscles were dissected from the hind limb, minced, and digested in 400 U/mL collagenase in Ham’s F-12C at 37°C for 1 h, vortexing frequently. Collagenase was inactivated by the addition of horse serum and debris was removed by sequential straining through 70 μm and 40 μm cell strainers (BD Falcon). Cells were gently centrifuged and the cell pellets were incubated at 4°C with 1:100 rabbit anti-syndecan-3 antibody in Ham’s F-12C with 15% horse serum followed by an incubation on ice with Cy5 conjugated anti-rabbit-IgG (Molecular Probes). Satellite cells were sorted based on syndecan-3 immunoreactivity on a MoFlo Legacy cell sorter (Dako Cytomation) directly into RNA lysis buffer (PicoPure RNA Isolation kit, Arcturus).

### Myofiber explant culture and immunostaining

All hind limb muscles were dissected, connective tissue removed, and individual muscle groups isolated followed by digestion in 400 U/mL collagenase in Ham’s F-12C at 37°C. Single myofibers were isolated and grown in Ham’s F-12C supplemented with 15% horse serum and 0.5 nM FGF-2 prior to fixation in 4% PFA. Fibers were blocked in 10% normal goat serum in phosphate buffered saline followed by antibody staining. Primary antibodies were rabbit anti-cmet (Santa Cruz) at 1:100, mouse anti-MyoD (Novocastra) at 1:10, mouse anti-Pax7 at 1:5 (Developmental Studies Hybridoma Bank), and rabbit anti-MyoD C-20 at 1:500 (Santa Cruz Biotechnology). Secondary antibodies were Alexa-488 conjugated anti-mouse IgG, Alexa-594 conjugated anti-rabbit IgG, Alexa-555 conjugated anti-mouse IgG, and Alexa-647 conjugated anti-rabbit IgG (Molecular Probes). All images taken on a Nikon Eclipse E800 microscope with a Nikon 40x/0.75 differential interference contrast M lens and analyzed with Slidebook (Intelligent Imaging Innovations, Inc.).

### Microarray hybridization

RNA was isolated from satellite cells using the PicoPure RNA Isolation kit (Arcturus) followed by two rounds of linear T7-based amplification (RiboAmp HA kit: Arcturus). The RNA equivalent of 5,000 cells was hybridized to Affymetrix mouse 430v2 GeneGhips (MOE430v2) according to manufacturer’s instructions. GeneChips were scanned at the University of Colorado at Boulder on an Affymetrix GeneChip Scanner 3000 and spot intensities were recovered in the GeneChip Operating System (Affymetrix).

### Microarray data processing and analysis

All analysis was performed using Spotfire™ DecisionSite 2 for Microarray Analysis. The raw CEL data files were normalized using GC Robust Multi-array Analysis (GCRMA). The raw CEL data files, microarray metadata, and GCRMA normalized expression values were deposited in GEO datasets (GSE38870). One wild type freshly isolated satellite cell replicate consistently clustered with the wild type satellite cells 12 h post-injury replicates (via hierarchical, Self-Organizing Map (SOM), k-means) indicating myogenic commitment and was removed from our analysis. The hierarchical cluster and associated dendrogram were generated using the log_2_-value for relative probe intensity using the Unweighted Pair Group Method with Arithmetic Mean (UPGMA) with Euclidean distance as the similarity measure. The significance between genotypes and time points was determined using the multifactor analysis of variance (ANOVA) with a false discovery rate (FDR) ≤ 0.05 and Bonferroni adjustment. Fold change was calculated as 2^abs(difference)^, where difference is the log_2_ difference between samples compared. Venn diagrams were generated in Spotfire™ using the list comparison function.

### Gene ontology and biological pathway analysis

Unique gene identifiers (gene symbol, entrez gene ID, or Affymetrix probeset ID) were uploaded to the Database for Annotation, Visualization and Integrated Discovery (DAVID http://david.abcc.ncifcrf.gov/), FunNet (http://www.funnet.info/), and ProfCom (http://webclu.bio.wzw.tum.de/profcom/). The mouse genome reference dataset for each algorithm was used as background. No further settings were required for DAVID. Analysis setting for FunNet were conventional functional analysis with the specificity enrichment computation for GO and false discovery rate ≤ 5%. Analysis settings for ProfCom were up degree 1 and exclude. The default settings for each algorithm were used to identify enriched GO terms. Affymetrix probeset IDs and the log_2_ difference between wild type freshly isolated satellite cells and satellite cells isolated 12 h post-injury were uploaded and analyzed using IPA v9.0 (Ingenuity® Systems http://www.ingenuity.com). Analysis settings were to consider both all direct and indirect molecules and/or relationships using the Mouse Genome 430 2.0 Array as a reference dataset.

### Computational prediction of miRNAs

The Srivastava lab algorithm assessed mRNA sequences in human, mouse, and rat for miRNA seed matches and required base-paring of miRNA nucleotides 2 to 7 with binding energy ≤ −14 kcal/mol and flanking energy ≥ −7 kcal/mol. Secondary structure was used to eliminate false-positives by removing those seed matches with secondary elements that stabilize mRNA. Priority 1 calls had a destabilizing mRNA element while Priority 2 calls did not contain a destabilizing element in at least one species. GeneAct used the miRanda algorithm to identify miRNA target sites across three mammalian species. False-positives were eliminated with the differential binding site search against genes that were constitutively expressed in satellite cells.

### RNA isolation

mRNA was extracted from satellite cells using the RNeasy Kit according to the manufacturer’s protocol (Qiagen). miRNA was extracted using both the RNAqueous-micro kit the mirVana miRNA isolation kit according to the manufacturer’s protocols (Ambion) with the following modifications. For satellite cells, the mirVana manufacturer’s protocol was followed using volumes and columns for the RNAqueous-micro kit. For MM14 cells, the mirVana manufacturer’s protocol was followed. RNA concentration was determined using a NanoDrop 2000 spectrophotometer (Thermo Scientific).

### Quantitative RT-PCR

The Superscript III First Strand cDNA Synthesis kit was used to generate cDNA from mRNA according to manufacturer’s instructions (Invitrogen). The Ncode miRNA qRT-PCR system (Invitrogen) was used to generate cDNA from miRNA according to manufacturer’s instructions. Briefly, RNA was poly-adenylated with Poly-A polymerase followed by cDNA transcription with Superscript III reverse transcriptase using a primer similar to Oligo-dT with a unique 5’ end. Quantitative RT-PCR was performed using SYBR-Green (Applied Biosystems) or SYBR-GreenER (Invitrogen) on either an ABI 7500 Fast or ABI 7900 Real-Time PCR machine (Applied Biosystems). Primer sequences are listed in Table 1.

**Table 1:** Quantitive PCR primer sequences

**Gene**	**Primer type**	**Sequence**
GAPDH	Forward	5’ - TGTGTCCGTCGTGGATCTGA - 3’
	Reverse	5’ - CCTGCTTCACCACCTTCTTGA - 3’
18S	Forward	5’ - GCCGCTAGAGGTGAAATTCTTG - 3’
	Reverse	5’ - CTTTCGCTCTGGTCCGTCTT - 3’
Celf4	Forward	5’ CCTGCTCATCTACCATCTGCC - 3’
	Reverse	5’ - GCTCACGAAGCCAAAGCATTT - 3’
Pabpn1	Forward	5’ - TTTCCTTGCCCTGTTTCCCATGTC - 3’
	Reverse	5’ - AGTGACTGAAGGGAGCACCTCAAA - 3’
Ppargc1a	Forward	5’ - TAGTTTGAGCCCTTGCTGGCTCTT - 3’
	Reverse	5’ - AGCTCAGTGAGGCTGATGTGTACT - 3’
Mbnl1	Forward	5’ - AACTGGACAGAACCGGGAAGAACT - 3’
	Reverse	5’ - GCAAACTGCAACTTGTGACACGGA - 3’
Matr3	Forward	5’ - ATTGTGGATAGGGCCAGTCATGGT - 3’
	Reverse	5’ - TTGCATTTGAGACAAGTGGCCTGG - 3’
Sfrs3	Forward	5’ - TGTGGCACTGTGGGTGGAATGATA - 3’
	Reverse	5’ - CTGAAAGGACACTGGCATCTGAGT - 3’
Zfp36	Forward	5’ - TCTCTGCCATCTACGAGAGCC - 3’
	Reverse	5’ - CCAGTCAGGCGAGAGGTGA - 3’
Zfp36l1	Forward	5’ - GCTTTCGAGACCGCTCTTTCT - 3’
	Reverse	5’ - TTGTCCCCGTACTTACAGGCA - 3’
Zfp36l2	Forward	5’ - AGCGGCTCCCAGATCAACT - 3’
	Reverse	5’ - CGAAAGCGAAGGCGTTGTTA - 3’
Elavl1	Forward	5’ - TGTGAGTCACCAGCTGCCAAGTAT - 3’
	Reverse	5’ - GAGGTGGTTCAAACCAACCAACCA - 3’
Cdk2	Forward	5’ - TCCTCTGAGAGCAGTGATGCA - 3’
	Reverse	5’ - TTCCCCCAATGACCTAACCAG - 3’
E2F3	Forward	5’ - GGTCCTGGATCTGAACAAGGC - 3’
	Reverse	5’ - CCTTCCAGCACGTTGGTGAT - 3’
U6	Reverse	5’ - AATTCGTGAAGCGTTCCATAT - 3’
miR-16	Reverse	5’ - TAGCAGCACGTAAATATTGGCG - 3’
miR-93	Reverse	5’ - CAAAGTGCTGTTCGTGCAGGTAG - 3’
miR-106b	Reverse	5’ - TAAAGTGCTGACAGTGCAGAT - 3’
miR-107	Reverse	5’ - AGCAGCATTGTACAGGGCTATCA - 3’
miR-124	Reverse	5’ - TAAGGCACGCGGTGAATGCC - 3’
miR-200b	Reverse	5’ - TAATACTGCCTGGTAATGATGA - 3’

Sequences for forward and reverse primers used to detect mRNAs or sequence of reverse primer used to detect miRNAs using the Ncode universal forward primer.

### RNase protection assay

Candidate miRNAs were screened using the mirVana miRNA detection kit according to the manufacturer’s protocol (Ambion). All probes were radio-labeled with ^32^P-UTP using the mirVana miRNA probe construction kit (Ambion) according to manufacturer’s protocol.

### Isolation of quiescent satellite cells

Quiescent satellite cells were isolated following IP injection with 75 mg/kg of SB203580 (Alexis Corporation) and kept in 25 μM SB203580 through the isolation as described (Hausburg *et al*., Submitted). All satellite cells were isolated as follows. Hind limb muscles of 3- to 6-month-old female B6D2F1/J mice were dissected and digested in 400 U/mL collagenase in Ham’s F-12C at 37°C for 1 h with periodic vortexing. The collagenase was inactivated with horse serum and debris was removed with sequential straining through 70 μm and 40 μm cell strainers (BD Falcon). Satellite cells were either isolated at the interface of a 40%/70% percoll gradient (GE Healthcare) or plated in Ham’s F-12C supplemented with 15% horse serum and 0.5nM FGF-2 for various times before RNA isolation.

### miRNA inhibition

Myofiber explant cultures were transfected using Lipofectamine 2000 (Invitrogen) according to manufacturer’s protocol with a 2.5:1 ratio of lipofectamine:nucleic acid. 200nM miRIDIAN hairpin inhibitors (Dharmacon) against miR-16, miR-93, miR-106b, and miR-124 were co-transfected with pEGFP-C1-H2B. Scrambled control was the miRIDIAN hairpin inhibitor negative control 1 (Dharmacon).

## Results

### Identification of gene expression changes associated with satellite cell activation *in vivo*

An unbiased global gene expression analysis using Affymetrix GeneChips was performed to identify changes occurring during the transition of satellite cells from quiescence to a population of proliferating myoblasts *in vivo*. 

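RNA of FACS-isolated syndecan-3+ satellite cells was amplified and hybridized to Affymetrix mouse genome GeneChips, 3 arrays in each of 6 groups (wild type and Sdc4-/- cells from uninjured muscle, 12 h and 48 h post-injury). The authors normalized the arrays by GCRMA and deposited log2 values for 45101 probe sets, and these values are analysed here as deposited. Of the 18 arrays the authors used 17. They left out 1 wild type uninjured replicate, which the paper reports as clustering with the wild type 12 h arrays. The paper's text does not number it, and it was taken to be replicate 3, because Figure 1E shows replicates 1 and 2. The wild type uninjured group thus holds 2 arrays. Values over these 17 arrays are given first, and values over all 18 beside them. In wild type cells the number of probe sets above a log2 value of 5 was 7416 ± 288 (SD, n = 2) in uninjured, 3440 ± 578 (SD, n = 3) in 12 h and 5354 ± 221 (SD, n = 3) in 48 h arrays. On the Sdc4-/- arrays it was 7608 ± 408, 5335 ± 246 and 7571 ± 240 (SD, n = 3 each) at the same times. Hybridization controls, labelled bacterial RNAs added to each sample at hybridization, had a mean log2 value of 13.91 ± 0.38 (SD, n = 3) in the wild type 12 h arrays, 12.07 ± 0.41 (SD, n = 3) in the 48 h arrays and 8.35 ± 0.75 (SD, n = 2) in the uninjured arrays. The Sdc4-/- arrays had 10.01 ± 0.30 (SD, n = 3) uninjured, 10.86 ± 1.31 (SD, n = 3) at 12 h and 9.67 ± 0.86 (SD, n = 3) at 48 h, and the removed WT uninjured replicate 3 had 12.75. WT 12 h replicate 2 had the fewest probe sets above 5 (2832) and a value of 3.98 for the 3' Actb control probe set, which was at least 8.37 in the other arrays. Changes were tested with limma over 1 fit of the 6 groups, and a probe set is called at a Benjamini-Hochberg adjusted p under 0.05 over all probe sets. The array values measure cells sorted in separate samples, but the paper's text does not say whether each sample came from other animals, so p-values measure the spread between samples. Wild type mice were B6D2F1/J and Sdc4-/- mice C57BL/6, so that genotype and strain differ together, and the number of arrays limits the precision.

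**Figure D1:**
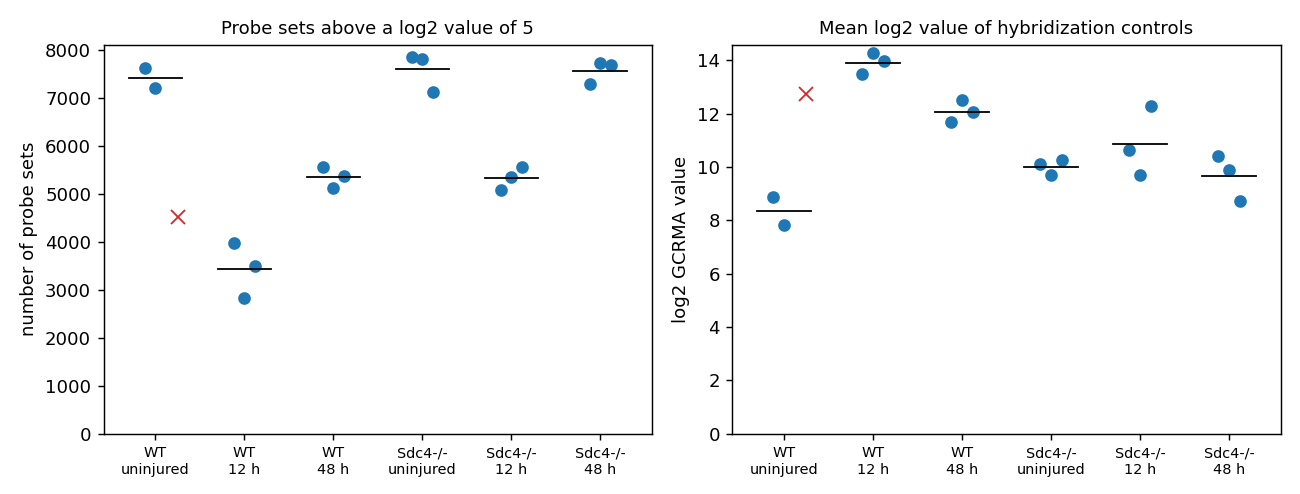
Each point is 1 array, grouped by genotype and time, with the group mean over the arrays used as a line and the removed WT uninjured replicate 3 as a red cross. The left panel counts probe sets above a log2 value of 5 and the right panel gives the mean log2 value of the hybridization controls, which is highest in the wild type 12 h arrays (13.91).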

To accomplish this, we identified changes in gene expression profiles between freshly isolated satellite cells and satellite cells isolated 12 h or 48 h following BaCl_2_-induced muscle injury. The time points chosen correspond to activated satellite cells which do not express MyoD protein (freshly isolated), committed myoblasts marked by MyoD expression (12 h post-muscle injury), and proliferating myoblasts (48 h post-muscle injury; Figure 1A) [36,37]. 

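Myod1, the commitment factor whose protein marks the 12 h cells, had a log2 value of 2.47 ± 0.25 (SD, n = 2) in uninjured wild type cells, 2.38 ± 0.01 (SD, n = 3) at 12 h and 2.34 ± 0.01 (SD, n = 3) at 48 h, near the background of the arrays, and its log2 changes of -0.10 (adjusted p = 0.707) and -0.13 (adjusted p = 0.69) did not pass the test. Pax7, the transcription factor of satellite cells, fell from 4.87 ± 0.40 (SD, n = 2) to 2.60 ± 0.17 (SD, n = 3) at 12 h, a log2 change of -2.27 (standard error 0.15, adjusted p = 1.98e-06). Myog, a factor of differentiation, rose by 0.38 (adjusted p = 0.0065) to a value of 2.88, still near background. Of the 25 measured satellite cell and quiescence markers, 13 fell and 0 rose in limma (13 and 1 when adjusted over the list alone, 14 and 2 at an unadjusted p under 0.05), among them Cd34 with -3.48 (adjusted p = 1.54e-04), Chodl with -1.85 (adjusted p = 4.8e-05) and Tek, an endothelial receptor kinase also expressed by satellite cells, with -5.20 (adjusted p = 1.94e-04). Satellite cell and quiescence markers had a median log2 change of -1.26 (camera, adjusted p = 2.96e-04) and of -0.63 over all 18 arrays (adjusted p = 0.00994). This median was -2.00 over the 10 members with a mean of at least 4 (adjusted p = 0.888). Of the 17 measured genes of myogenic commitment and differentiation, 2 fell and 6 rose in limma (2 and 6 when adjusted over the list alone): Mef2a changed by -3.26 and Mef2c by -4.15, while Myh8 rose by 1.53 and Tnnt2 by 0.75 from values under 3. Genes of commitment and differentiation had a median log2 change of 0.22 (camera, adjusted p = 0.402) and of 0.11 over all 18 arrays (adjusted p = 0.628). It came to -3.26 over the 3 members with a mean of at least 4 (adjusted p = 0.295). Over all 18 arrays the changes were -1.47 for Pax7 (adjusted p = 0.0397, replicate 3 at 2.47) and -0.06 for Myod1 (adjusted p = 0.822, replicate 3 at 2.36). With the removed uninjured array included, Myog (-0.08, adjusted p = 0.842) and Tek (adjusted p = 0.0889) no longer passed the test. With the hybridization-control level of each of all 18 arrays as a covariate, a setting chosen after seeing the data, signs turned without passing the test. The estimates were 0.033 for Pax7 (adjusted p = 0.999), -0.96 for Myog (adjusted p = 0.108) and 0.41 for Tek (adjusted p = 0.999). In wild type cells this level goes with the group (8.35 uninjured, 13.91 at 12 h). Over all 18 arrays the fit leans on the removed array (12.75) to part them. Such fits, here and below, estimate wild type changes poorly, so a turned sign shows neither a rise nor a fall.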

Syndecan-4 null satellite cells fail to activate, express MyoD, or enter the cell cycle appropriately within 48 h post-injury, and are incapable of skeletal muscle repair (Figure 1B) [36,37]. Therefore, we eliminated the genes whose expression changes following a muscle injury in Sdc4^−/−^ satellite cells from our analyses as these genes were unlikely to be involved in satellite cell activation. Wild type and Sdc4^−/−^ satellite cells were isolated by fluorescence activated cell sorting (FACS) using anti-syndecan-3 antibodies as a marker for quiescent and proliferating satellite cells [38] from uninjured tibialis anterior (TA) muscle (Figure 1C) and TA muscles 12 h post-injury (Figure 1D).

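Sdc4, the gene disrupted in the null mice, had log2 values of 4.64 ± 0.79 (SD, n = 2), 4.03 and 7.66 in wild type cells at 0, 12 and 48 h with 1 probe set, and 4.20, 4.71 and 4.92 in Sdc4-/- cells. Its other probe set gave 2.97, 2.94 and 6.56 in wild type and 2.50, 2.51 and 2.55 in Sdc4-/- cells. In wild type cells Sdc4 rose at 48 h, by 3.03 with the first probe set (adjusted p = 0.0226) and with an adjusted p of 7.12e-04 for the other. Whether these probe sets lie in the deleted part of the allele was not checked. Sdc3, the surface marker of the sort, had 4.78 ± 0.46 (SD, n = 3) in 12 h wild type cells (log2 change -0.71, adjusted p = 0.225). Met, a receptor that marks satellite cells, had 4.46 ± 0.29 (SD, n = 2) and 4.21 at these times (log2 change -0.25, adjusted p = 0.854). Transcripts of other cell types of muscle were present in the uninjured wild type arrays: the fibroblast collagen gene Col1a2 had 11.02 ± 0.40 (SD, n = 2), the endothelial gene Vwf 10.07, the macrophage receptor Csf1r 11.44 and the pericyte gene Pdgfrb 8.15. At 12 h in wild type cells Col1a2 fell by 5.58, Vwf fell by 6.31, Csf1r fell by 8.49 and Pdgfrb fell by 4.14. Of the 15 measured endothelial markers, 8 fell and 0 rose in limma (8 and 0 when adjusted over the list alone, 8 and 0 at an unadjusted p under 0.05). Endothelial markers had a median log2 change of -2.10 (camera, adjusted p = 4.61e-04, and 0.306 with an estimated correlation) and of -1.43 over all 18 arrays (adjusted p = 0.00981). The value was -4.03 over the 10 members with a mean of at least 4 (adjusted p = 0.282) and -1.28 without WT uninjured replicate 1 (adjusted p = 0.0231). Of the 14 measured fibroblast markers, 6 fell and 0 rose in limma (6 and 0 when adjusted over the list alone, 11 and 0 at an unadjusted p under 0.05). Fibroblast markers had a median log2 change of -2.83 (camera, adjusted p = 0.00119, and 0.306 with an estimated correlation) and of -1.60 over all 18 arrays (adjusted p = 0.0192). Its value was -4.29 over the 9 members with a mean of at least 4 (adjusted p = 0.303). Of the 11 measured smooth muscle and pericyte markers, 8 fell and 0 rose in limma (8 and 0 when adjusted over the list alone, 8 and 0 at an unadjusted p under 0.05). Smooth muscle and pericyte markers had a median log2 change of -2.80 (camera, adjusted p = 0.00119, and 0.225 with an estimated correlation) and of -1.89 over all 18 arrays (adjusted p = 0.035). The median was -5.40 over the 7 members with a mean of at least 4 (adjusted p = 0.0587). Of the 22 measured monocyte and macrophage markers, 8 fell and 0 rose in limma (8 and 0 when adjusted over the list alone, 11 and 0 at an unadjusted p under 0.05). Monocyte and macrophage markers had a median log2 change of -1.59 (camera, adjusted p = 0.00336, and 0.369 with an estimated correlation) and of -2.66 over all 18 arrays (adjusted p = 3.42e-06). This median was -1.59 with only the groups compared (adjusted p = 0.0601), -1.21 after a further quantile normalization (adjusted p = 0.106), -1.59 over the 22 members with a mean of at least 4 (adjusted p = 0.937), -3.69 without WT uninjured replicate 1 (adjusted p = 4.11e-07) and -0.17 without WT uninjured replicate 2 (adjusted p = 0.469). The removed array, when fitted, ended the call of the wild type 12 h change of Col1a2 (adjusted p = 0.165), the wild type 12 h change of Vwf (adjusted p = 0.11) and the wild type 12 h change of Pdgfrb (adjusted p = 0.0774). Signs turned round with the hybridization-control level of each of all 18 arrays as a covariate to 0.99 for the wild type 12 h change of Col1a2 (adjusted p = 0.999) and 0.25 for the wild type 12 h change of Vwf (adjusted p = 0.999), a setting chosen after seeing the data.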

**Figure 1:**
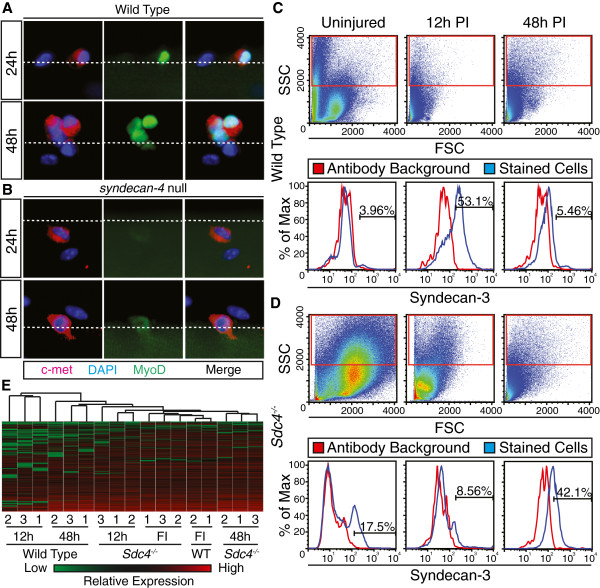
**Sdc4**^**−/− **^**satellite cell gene expression post-muscle injury is similar to freshly isolated satellite cells.** Myofiber-associated satellite cells are immunoreactive for MyoD 24 h and 48 h after isolation from wild type mice but not Sdc4^−/−^ mice (**A**, **B**). Wild type but not Sdc4^−/−^ cells divide by 48 h in culture (**B**) where c-met (red), MyoD (green), and DAPI (blue) identify satellite cells and a dashed line indicates the position of the myofiber membrane (**A**, **B**). Flow cytometry histograms of wild type (**C**) and syndecan-4 null (**D**) mononuclear cells from uninjured and injured skeletal muscle 12 h and 48 h post-injury plotted for cell size (FSC) *vs.* internal complexity (SSC), where the red box indicates gating for further analysis to remove debris (upper panels). Syndecan-3 immunoreactive cells present in the gate were isolated from wild type mice (C, lower panel) and Sdc4^−/−^ mice (D, lower panel) where the percentages indicate satellite cells (blue lines) relative to other events with false-positives set to an antibody background < 0.1% (red lines). A hierarchical dendrogram constructed with Spotfire™ DecisionSite using Affymetrix GeneChip data reveals that Sdc4^−/−^ satellite cells cluster most closely to freshly isolated wild type satellite cells while injured wild type satellite cells either 12 h post-injury or 48 h post-injury cluster independently (**E**). Red depicts high relative gene expression and green depicts low relative expression in the hierarchical cluster dendrograms (UPGMA, Euclidean distance). FI, freshly isolated; PI, post-injury.

RNA was extracted from the isolated cells and processed for hybridization to Affymetrix v2.0 mouse GeneChips. The GeneChip data (Additional file 1, Additional file 2, Additional file 3, Additional file 4, Additional file 5, Additional file 6) were analyzed with Spotfire™ DecisionSite for Microarry Analysis software and an initial hierarchical cluster dendrogram generated. 

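In the UPGMA tree of the 17 arrays (Euclidean distance over all probe sets), the wild type 12 h arrays split off first. Within them, replicate 2 parted from replicates 1 and 3, and among the other arrays the first split parted the uninjured arrays of both genotypes from a branch that held the wild type 48 h, Sdc4-/- 12 h and Sdc4-/- 48 h arrays. The branch of the wild type uninjured arrays thus held 3 Sdc4-/- arrays, all of them uninjured. Without WT uninjured replicate 2 this number was 0, and without WT uninjured replicate 1 or without WT 48 h replicate 1 it was 6. Sdc4-/- uninjured arrays lay at a mean distance of 172 from the wild type uninjured arrays, Sdc4-/- 12 h arrays at 218 and Sdc4-/- 48 h arrays at 206. The Sdc4-/- 48 h arrays were closer to the wild type 48 h arrays (187) than to the wild type uninjured arrays. Over all 18 arrays WT uninjured replicate 3 lay in the branch opposite the wild type 12 h arrays, and at the next split it parted alone from the other arrays of that branch. With 1 - Pearson correlation as the distance over the 17 arrays, WT 12 h replicate 2 split off first and alone. Replicates 1 and 3 parted from the other arrays at the next split, so that the wild type 12 h arrays formed no branch of their own.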

Visualization of the relationships between gene expression profiles show Sdc4^−/−^ samples, regardless of time post-injury, cluster with freshly isolated wild type satellite cells (Figure 1E) supporting our observations that Sdc4^−/−^ satellite cells do not activate appropriately within 48 h following an induced muscle injury (Figure 1A, B). Within the wild type dataset, we observed that committed myoblasts isolated 12 h post-injury exhibited the most divergent gene expression profiles, suggesting that these committed satellite cells differ substantially from either quiescent satellite cells or proliferating myoblasts (Figure 1E). 

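Within the wild type arrays, the 12 h group lay at a mean distance of 311 from the uninjured and 278 from the 48 h group, and the uninjured and 48 h groups at 234 from each other. Arrays of 1 group differed by 121 in uninjured, 212 in 12 h and 165 in 48 h cells, so that the 12 h arrays also differed most among themselves. The correlation of an array with the others of its group was 0.715, 0.669 and 0.708 for the wild type 12 h arrays, over probe sets, which are not independent replicates, against 0.954 for the wild type uninjured pair. In both Sdc4-/- and wild type cells the 12 h arrays were the farther of the injured groups from the uninjured arrays, with mean distances of 213 at 12 h and 184 at 48 h in Sdc4-/- cells.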

To focus on genes that may be involved in satellite cell activation, we chose to further compare gene expression changes occurring within the first 12 h post-muscle injury.

### Over 4,000 genes are specifically regulated during satellite cell activation

A comparative analysis of gene expression profiles from wild type and Sdc4^−/−^ satellite cells within the first 12 h following satellite cell activation identified a cohort of genes unique to satellite cell activation. In wild type satellite cells, 5,162 genes change significantly between satellite cells isolated from uninjured muscle and those isolated 12 h post-injury as defined by a ≥ 2-fold change with an ANOVA *P* ≤ 0.01 (Figure 2A). In contrast, 2,236 genes similarly changed expression in Sdc4^−/−^ satellite cells isolated from uninjured TA muscle and TA muscles 12 h post-injury (Figure 2A). 

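Among the largest falls in wild type cells at 12 h were those of the antigen-presentation gene H2-Aa, which fell from 11.63 ± 1.19 (SD, n = 2) to 2.63 ± 0.41 (SD, n = 3), a log2 change of -9.01 (standard error 1.00, adjusted p = 5.04e-05), of the granulin precursor Grn (-8.51), of the extracellular matrix gene Fmod (-8.39) and of Vamp3 (-8.05), a gene of vesicle fusion. Large falls were also seen in the matrix gene Ogn (-7.80), the receptor Nrp1 (-7.73), the respiratory chain gene Uqcrb (-7.66), the mitochondrial ADP/ATP carrier Slc25a4 (-7.49) and Tmem204 (-7.48). Among the largest rises were those of the tRNA dihydrouridine synthase Dus2, from 4.73 ± 2.05 (SD, n = 2) to 9.94 ± 2.80 (SD, n = 3), a log2 change of 5.21 (standard error 1.61, adjusted p = 0.0242), of Tsks (4.83), Slc16a8 (4.72) and Gm13238 (4.67), and of the acute-phase gene Saa3 (4.57). Pou4f1 (4.35), Camk1d (4.15), Slc5a2 (3.88), Zfp389 (3.82) and Bpifb1 (3.64) also rose. In all, 16921 probe sets were called by limma, 6420 lower and 10501 higher at 12 h. At the study's threshold (at least 2-fold and an unadjusted p of 0.01 or less) 7695 probe sets with 5171 gene symbols changed, 5040 lower and 2655 higher. Of the probe sets called higher, 95.4% had a 12 h mean under a log2 value of 5. Among the 6279 genes with a mean of at least 4 over the arrays, a set counted after the values were seen, 2801 (44.6%) fell and 210 rose, with a median log2 change of -1.56. With WT uninjured replicate 3 included 8753 probe sets were called and 4184 passed the study's threshold, and with the hybridization-control level of each array as a covariate, an alternative chosen after seeing the data, 349 were called. After a further quantile normalization 5613 were higher and 4691 lower, and after a shift by the 75th percentile 18213 and 5755, which moved the median change of all probe sets by -0.10 and 0.21. The larger side turned in some settings, to lower and higher calls of 4901 and 3237 with only the groups compared, 4347 and 398 among probe sets with a mean of at least 4, 329 and 20 with the hybridization-control level as a covariate and 670 and 56 with that covariate and all 18 arrays, and at the study's threshold to 4402 and 4483 after a shift by the 75th percentile. Without WT uninjured replicate 1 the calls numbered 10168 and without replicate 2 they numbered 11037. The fit of all 18 arrays gave changes of -9.76 for H2-Aa (adjusted p = 4.38e-05, replicate 3 at 13.90) and 5.55 for Dus2 (adjusted p = 0.0159, replicate 3 at 3.69). Adding the removed array ended the call of Ogn (adjusted p = 0.051), Tmem204 (adjusted p = 0.0615), Gm13238 (adjusted p = 0.091), Saa3 (adjusted p = 0.161), Pou4f1 (adjusted p = 0.257), Camk1d (adjusted p = 0.315) and Bpifb1 (adjusted p = 0.0781). The call ended without WT uninjured replicate 1 or 2 or WT 12 h replicate 2 or 3 for Uqcrb (adjusted p = 0.052 to 0.096), without WT uninjured replicate 2 or WT 12 h replicate 2 or 3 for Dus2 (adjusted p = 0.0645 to 0.192), without WT uninjured replicate 1 or 2 or WT 12 h replicate 1 or 3 for Saa3 (adjusted p = 0.0638 to 0.106) and without WT uninjured replicate 1 or 2 or WT 12 h replicate 1 or 2 for Pou4f1 (adjusted p = 0.0949 to 0.182) and Camk1d (adjusted p = 0.0632 to 0.257). The direction turned with the hybridization-control level as a covariate to -5.73 for Dus2 (adjusted p = 0.402) and -1.42 for Gm13238 (adjusted p = 0.855), and with all 18 arrays and that level to 0.49 for Ogn (adjusted p = 0.999), -0.58 for Tsks (adjusted p = 0.948), -1.24 for Gm13238 (adjusted p = 0.881), -0.13 for Saa3 (adjusted p = 0.999), -1.34 for Pou4f1 (adjusted p = 0.979), -0.68 for Camk1d (adjusted p = 0.999) and -0.071 for Bpifb1 (adjusted p = 0.999), settings chosen after seeing the data.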

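Without syndecan-4, the acute-phase gene Saa3 rose most at 12 h, from 3.94 ± 0.70 (SD, n = 3) to 12.32 ± 0.60 (SD, n = 3), a log2 change of 8.39 (standard error 1.26, adjusted p = 0.00187). The neutrophil-attracting chemokine Cxcl5 rose by 6.74, the joint lubricant gene Prg4 by 6.40, Cd300lf by 6.32, Serpinb2 by 6.17, Gpr84 by 5.34, the EGF receptor ligand Ereg by 5.27 and the prostaglandin synthase Ptgs2 by 4.89. Fmod fell by 8.29 (adjusted p = 4.43e-06), the macrophage lectins Cd209e and Mgl2 changed by -6.37 and -6.06, the transcription factor Maf by -6.76 and the fatty acid oxidation gene Hadh by -6.86. Of the 18 measured inflammatory cytokines and chemokines, 0 fell and 6 rose in limma (0 and 12 when adjusted over the list alone, 0 and 12 at an unadjusted p under 0.05), with Csf1 higher by 4.26 and Il6 by 2.71. Cytokines and chemokines in Sdc4-/- cells had a median log2 change of 2.08 (camera, adjusted p = 2.02e-07, and 0.351 with an estimated correlation). Of the 17 measured neutrophil markers in the same comparison, 3 fell and 2 rose in limma (3 and 8 when adjusted over the list alone). Neutrophil markers in Sdc4-/- cells had a median log2 change of 1.65 (camera, adjusted p = 0.0841). It came to 1.65 over all 18 arrays (adjusted p = 0.0419), 1.65 with only the groups compared (adjusted p = 0.0256), 2.25 after a further quantile normalization (adjusted p = 0.0342), 1.65 with array weights by group (adjusted p = 0.0498), 1.02 without Sdc4-/- 12 h replicate 1 (adjusted p = 0.293), 2.64 without Sdc4-/- 12 h replicate 3 (adjusted p = 0.00202) and 2.13 over the 13 members with a mean of at least 4 (adjusted p = 3.45e-04), a test that sets them higher than genes of such a mean as a whole, whose median was -0.63. In all, 2890 probe sets were called by limma, 2323 lower and 567 higher. The study's threshold was passed by 3357 probe sets with 2521 gene symbols, 2849 lower and 508 higher. In a fit of all 18 arrays, where the removed wild type array enters through the shared spread, 1918 probe sets were called, and after a shift of each array by its 75th percentile 20730, of which 18071 higher, a shift that moved the median change of all probe sets by 0.34. The larger side turned in some settings, to lower and higher calls of 1094 and 1670 with a plain test. The call was lost over all 18 arrays for Il6 in Sdc4-/- cells (adjusted p = 0.244). Leaving out 1 array ended calls, without Sdc4-/- uninjured replicate 1 or 2 or Sdc4-/- 12 h replicate 1 for Prg4 in Sdc4-/- cells (adjusted p = 0.0509 to 0.0653).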

Eighty percent (4,093) of the genes differentially expressed in WT satellite cells do not significantly change in Sdc4^−/−^ satellite cells as identified by Venn analysis (Figure 2A, B; Additional file 7). 

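The 12 h change differed between the genotypes for the cytokine gene Il6, which fell by 6.78 in wild type and rose by 2.71 in Sdc4-/- cells, a difference of -9.49 (standard error 0.82, adjusted p = 5.34e-05). Csf1 fell by 1.88 in wild type and rose by 4.26 in Sdc4-/- cells, a difference of -6.14 (adjusted p = 6.86e-04), and the immediate early gene Egr3 had changes of -3.55 and 4.70, a difference of -8.25 (adjusted p = 8.63e-05). The translation initiation gene Eif4h fell by 7.27 in wild type cells and had a log2 change of -0.05 (adjusted p = 0.958) in Sdc4-/- cells, a difference of -7.22 (adjusted p = 8.41e-05). For Fmod, with changes of -8.39 and -8.29, the difference of -0.10 (adjusted p = 0.945) did not pass the test. At the study's threshold 5967 probe sets, 77.5% of those changed in wild type cells, changed in wild type and not in Sdc4-/- cells, and 1728 changed in both. Counted as gene symbols, a unit chosen after seeing the values, the first number was 4092. Of the wild type-only probe sets, 2445 (41%) passed limma's test of the difference between genotypes, and 82% had a change of the same sign in Sdc4-/- cells. Over all probe sets 5002 passed the test of the difference, of which 87 were called in both genotypes in opposite directions. Over all 18 arrays 592 passed it and 3285 probe sets were wild type-only, and with the hybridization-control level as a covariate 266 passed the test. Without WT uninjured replicate 1 the test was passed by 3098 probe sets. With the removed array the differences were -7.64 for Il6 (adjusted p = 0.0361, replicate 3 at 4.77) and -5.78 for Csf1 (adjusted p = 0.00182, replicate 3 at 3.69). In the fit of 18 arrays the wild type 12 h change of Csf1 (adjusted p = 0.0591) and the wild type 12 h change of Egr3 (adjusted p = 0.119) did not pass. A call was lost without WT uninjured replicate 1 or 2 or WT 12 h replicate 2 for the wild type 12 h change of Csf1 (adjusted p = 0.0605 to 0.108). The sign was turned with the hybridization-control level as a covariate to 1.02 for the wild type 12 h change of Csf1 (adjusted p = 0.817), and with all 18 arrays and that level to 0.93 for the wild type 12 h change of Egr3 (adjusted p = 0.912), settings chosen after seeing the data.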

We reasoned that the metabolic changes occurring during satellite cell activation as well as the induction of the transcription factor MyoD and cell cycle entry would result in a large cohort of induced genes. Surprisingly, more than half (56%) of the genes dif ferentially expressed in satellite cells by 12 h post-injury *decrease* in relative expression (Figure 2B). Moreover, the magnitude of change for genes that decrease is on average three-fold greater than the magnitude of change for genes that increase following muscle injury. 

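Of the wild type-only probe sets at the study's threshold, 3392 (56.8%) fell and 2575 rose. Of the 23 measured genes of oxidative phosphorylation, 16 fell and 0 rose in limma (17 and 0 when adjusted over the list alone, 17 and 0 at an unadjusted p under 0.05), such as Atp5c1 (-7.13), Cox5a (-7.22) and Ndufa1 (-5.92). Genes of oxidative phosphorylation had a median log2 change of -3.42 (camera, adjusted p = 2e-07, and 0.0596 with an estimated correlation) and of -2.96 over all 18 arrays (adjusted p = 2.7e-10). Of the 27 measured proteasome genes, 19 fell and 0 rose in limma (19 and 1 when adjusted over the list alone, 19 and 1 at an unadjusted p under 0.05), such as Psmd14 (-4.50) and Psma2 (-3.82). Proteasome genes had a median log2 change of -2.70 (camera, adjusted p = 2.73e-05, and 0.0659 with an estimated correlation) and of -2.09 over all 18 arrays (adjusted p = 1.6e-06). The value was -1.34 after a further quantile normalization (adjusted p = 0.0487), -2.70 over the 25 members with a mean of at least 4 (adjusted p = 0.104) and -1.53 with the mean of all probe sets of a gene (adjusted p = 4.06e-05). Of the 43 measured ribosomal protein genes, 22 fell and 0 rose in limma (22 and 0 when adjusted over the list alone, 25 and 0 at an unadjusted p under 0.05), such as Rpl27 (-3.66) and Rpl38 (-3.52). Ribosomal protein genes had a median log2 change of -2.08 (camera, adjusted p = 4.68e-06, and 0.306 with an estimated correlation) and of -2.05 over all 18 arrays (adjusted p = 2.7e-10). Its value was -1.31 after a further quantile normalization (adjusted p = 0.00154), -2.45 over the 39 members with a mean of at least 4 (adjusted p = 0.366) and -1.11 without WT 12 h replicate 2 (adjusted p = 4.68e-05). Of the 24 measured immediate early genes, 13 fell and 0 rose in limma (15 and 0 when adjusted over the list alone, 15 and 1 at an unadjusted p under 0.05), such as Atf3 (-5.15) and Ier5 (-4.12). Immediate early genes had a median log2 change of -1.99 (camera, adjusted p = 1.94e-04, and 0.133 with an estimated correlation) and of -1.18 over all 18 arrays (adjusted p = 1.89e-04). The median was -0.75 after a further quantile normalization (adjusted p = 0.0661) and -2.08 over the 22 members with a mean of at least 4 (adjusted p = 0.483). Genes with a mean of at least 4 as a whole were 932 lower and 142 higher in Sdc4-/- cells at 12 h, with a median of -0.63. The share that fell was 46.2% after a further quantile normalization, 43.5% after a shift by the 75th percentile and 90.5% among probe sets with a mean of at least 4, and over all 18 arrays it was 56.3%.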

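Wild type-only probe sets that fell did so by a mean of 12.2-fold (median 6.52-fold), and those that rose by a mean of 3.58-fold (median 2.55-fold), a ratio of the means of 3.42. The genes started from unlike levels: the median uninjured log2 value was 6.46 for probe sets that fell and 2.72 for those that rose. At 12 h the medians were 3.58 and 4.13. Of the rising probe sets 85.6% had a 12 h mean under 5, and of the falling ones 86.9%. The ratio was 4.2 over all 18 arrays, 1.83 after a further quantile normalization and 1.4 among probe sets with a mean of at least 4.

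**Figure D2:**
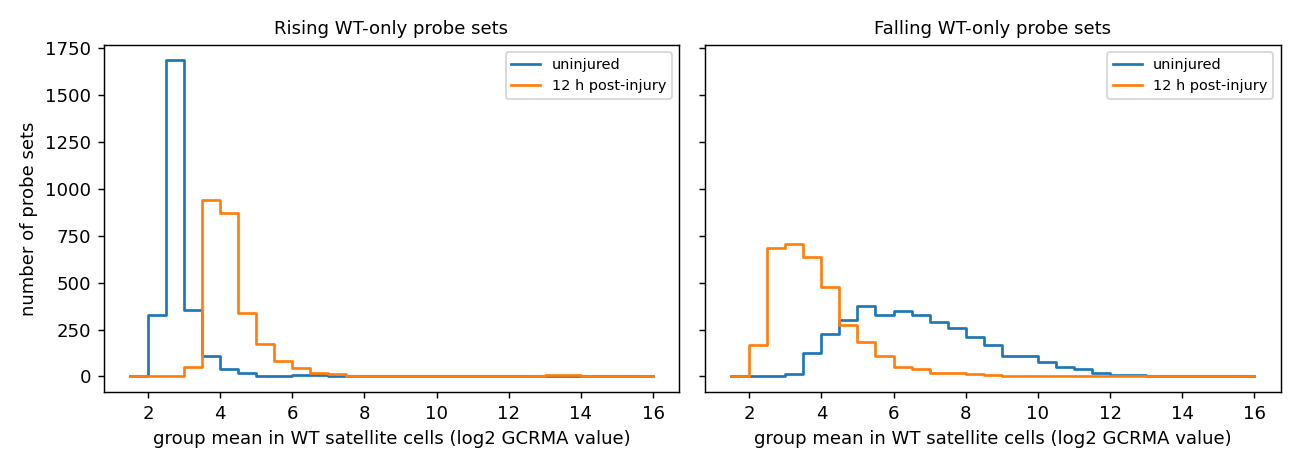
Histograms of the group mean log2 values of wild type-only probe sets in uninjured and 12 h wild type cells, for those that rose and those that fell. Those that fell moved from a median of 6.46 to 3.58, and those that rose from 2.72 to 4.13.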

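Of the wild type-only probe sets that rose, 11.6% rose more than 4-fold, among them those of Slc16a8 and Celf4, an RNA-binding splicing regulator (3.18, adjusted p = 1.15e-04). Of those that fell, 71.4% fell more than 4-fold and 2% more than 64-fold, the latter including Csf1r, Grn and Vamp3. With all 18 arrays these shares were 10%, 76.2% and 2%. After a further quantile normalization 44.3% of the rising probe sets rose more than 4-fold, and 18% did so without WT 12 h replicate 2. The share over 64-fold was 3.64% without WT uninjured replicate 2 and 3.76% without WT 12 h replicate 1.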

Less than 10% of genes whose expression is increased change more than four-fold (2^2^), while 70% of downregulated genes change more than four-fold (2^2^) and 3% decrease more than 64-fold (2^6^) (Figure 2C). These observations suggest that quiescent satellite cells express a cohort of genes that maintains and regulates the quiescent state, are likely critical for interaction with the satellite cell niche, and are necessary for interpreting signals for exit from quiescence. Furthermore, our results support the idea that satellite cell quiescence is actively maintained, consistent with a prior report examining freshly isolated satellite cells and satellite cells isolated from dystrophic muscle [14].

**Figure 2:**
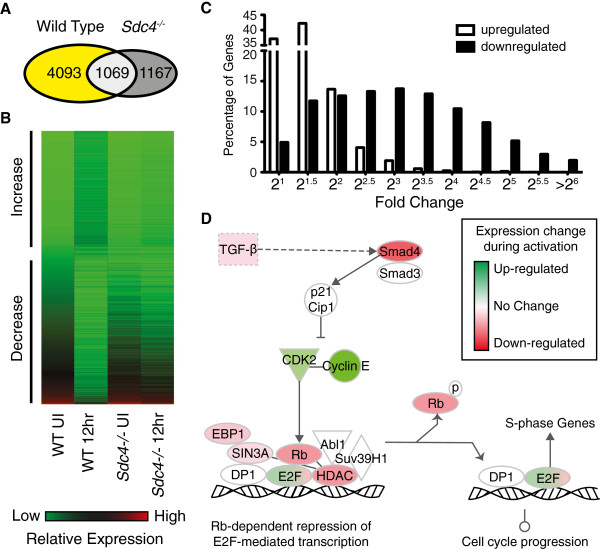
**Gene expression changes occurring during satellite cell activation.** The genes significantly regulated between freshly isolated satellite cells and satellite cells isolated 12 h post-injury from wild type and Sdc4^−/−^ mice were plotted as a Venn diagram to identify genes unique to wild type satellite cells (**A**, yellow, ANOVA *P* ≤ 0.01, ≥ two-fold change). A heat map depicting changes in relative expression of genes unique to wild type satellite cells with more than half (56%) of the transcripts decreasing during the first 12 h following satellite cell activation (**B**, red is high relative expression and green low relative expression). The frequency of genes that decrease (■) more than four-fold (2^2^) is significantly higher than the frequency of genes that increase (□) more than four-fold (2^2^) during the first 12 h post-muscle injury (**C**). Further analysis of gene expression data using IPA 9.0 (Ingenuity® Systems, http://www.ingenuity.com) demonstrate that genes promoting cell cycle progression increase (green) while genes that inhibit the G1/S phase transition decrease (red) in wild type satellite cells 12 h post-muscle injury (**D**, relative intensity depicts the fold change with higher color intensity denoting a greater fold change).

To further test the idea that satellite cell quiescence is actively maintained, we analyzed genes in the cohort that significantly change 12 h post-injury involved in cell cycle progression. 

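Among genes of the G1/S transition in wild type cells at 12 h, the replication genes Mcm4 and Cdt1 fell by 5.75 and decreased by 3.30 (adjusted p = 0.00284 and 0.00552) and the cyclin gene Ccnd1 changed by -2.38 (adjusted p = 0.00217). E2f3, a transcription factor of S phase entry, rose from 3.02 ± 0.13 (SD, n = 2) to 4.41 ± 0.96 (SD, n = 3), a log2 change of 1.39 (standard error 0.38, adjusted p = 0.0141), and Ccnd3 rose by 0.71 to 3.52, near background. Cdk2, the kinase that drives S phase entry, had 3.67 ± 0.51 (SD, n = 2) and 3.15 (log2 change -0.51, adjusted p = 0.148). Of the 27 measured genes promoting the G1/S transition, 6 fell and 4 rose in limma (7 and 4 when adjusted over the list alone). G1/S promoting genes had a median log2 change of -0.14 (camera, adjusted p = 0.545) and of -0.013 over all 18 arrays (adjusted p = 0.778). This median was 0.076 after a further quantile normalization (adjusted p = 0.7), 0.068 after a shift by the 75th percentile (adjusted p = 0.491) and 0.10 with the mean of all probe sets of a gene (adjusted p = 0.897). Of the 21 measured mitosis genes, 3 fell and 7 rose in limma (3 and 7 when adjusted over the list alone): Bub3, a mitotic checkpoint gene, fell by 5.65, while Bub1 (0.86), Cenpe (0.73) and Kif20a (0.71) rose from values under 3. Mitosis genes had a median log2 change of 0.091 (camera, adjusted p = 0.401) and of 0.051 over all 18 arrays (adjusted p = 0.398). It came to -0.77 over the 6 members with a mean of at least 4 (adjusted p = 0.937). With WT uninjured replicate 3 in the fit the changes were 1.33 for E2f3 (adjusted p = 0.0153, replicate 3 at 3.20) and -0.29 for Cdk2 (adjusted p = 0.438, replicate 3 at 3.01). With the removed uninjured array included, Mcm4 (adjusted p = 0.0611), Ccnd1 (adjusted p = 0.168) and Ccnd3 (adjusted p = 0.0508) no longer passed the test. Single arrays decided some calls, which ended without WT uninjured replicate 2 for Cdt1 (adjusted p = 0.0605) and without WT uninjured replicate 1 or 2 for E2f3 (adjusted p = 0.0537 to 0.0864). The sign turned with the hybridization-control level of each of all 18 arrays as a covariate to 0.47 for Ccnd1 (adjusted p = 0.994), a setting chosen after seeing the data.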

We would expect cell cycle progression genes to be induced during activation and found that genes modulating the G1/S phase transition are among those that increase in relative expression (Figure 2D, green). In contrast, cell cycle inhibitors decrease in relative expression (Figure 2D, red) as expected for the transition of satellite cells from mitotic quiescence to an activated state in preparation for cell cycle entry. Moreover, these genes do not change expression significantly in Sdc4^−/−^ satellite cells 12 h post-injury (Figure 2A, B; Additional file 7) consistent with their impaired cell cycle activation and MyoD induction.

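The retinoblastoma gene Rb1 fell from 6.68 ± 0.21 (SD, n = 2) to 3.19 ± 0.49 (SD, n = 3), a log2 change of -3.49 (standard error 0.62, adjusted p = 0.00108). The antiproliferative gene Tob1 fell by 3.89, the TGF-beta signal transducer Smad4 fell by 5.22 and the ligand gene Tgfb3 fell by 1.48. Of the 26 measured cell cycle inhibitors, 12 fell and 2 rose in limma (12 and 2 when adjusted over the list alone). Cell cycle inhibitors had a median log2 change of -1.39 (camera, adjusted p = 0.00331, and 0.0659 with an estimated correlation) and of -0.98 over all 18 arrays (adjusted p = 0.0131). The value was -0.46 after a further quantile normalization (adjusted p = 0.0661), -2.29 over the 15 members with a mean of at least 4 (adjusted p = 0.275) and -0.62 with the mean of all probe sets of a gene (adjusted p = 0.00122). With the removed array the changes were -2.91 for Rb1 (adjusted p = 0.00715, replicate 3 at 4.95) and -2.39 for Tob1 (adjusted p = 0.104, replicate 3 at 2.91). Among the genes with a mean of at least 4, 808 had a lower and 103 a higher 12 h change in wild type than in Sdc4-/- cells.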

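The null cells also had a fall of Rb1, which fell by 2.20 at 12 h (adjusted p = 0.0328), and the test of the difference from wild type cells was not passed (-1.28, adjusted p = 0.336). Tob1, Smad4 and Tgfb3 had changes of 1.75 (adjusted p = 0.108), -0.53 (adjusted p = 0.649) and -0.08 (adjusted p = 0.779), and for each the difference between genotypes passed the test (-5.63, -4.69 and -1.41). E2f3 had a change of 0.05 (adjusted p = 0.945) and a difference of 1.34 (adjusted p = 0.12). Among 26 measured inhibitors in Sdc4-/- cells, 4 fell and 2 rose in limma (6 and 3 when adjusted over the list alone). When the difference was tested over these 26 genes, 4 had a lower and 1 a higher change in wild type than in Sdc4-/- cells in limma (7 and 2 when adjusted over the list alone). The inhibitors had a median log2 difference of -0.69 (camera, adjusted p = 0.00615, and 0.0751 with an estimated correlation). Its value was -0.46 over all 18 arrays (adjusted p = 0.0537), -0.26 after a further quantile normalization (adjusted p = 0.0412), -1.32 over the 15 members with a mean of at least 4 (adjusted p = 0.104), -0.37 with the mean of all probe sets of a gene (adjusted p = 0.00292), -0.36 without WT uninjured replicate 1 (adjusted p = 0.023), -1.12 without WT uninjured replicate 2 (adjusted p = 0.00547) and -0.40 without WT 12 h replicate 2 (adjusted p = 0.024). Among 27 measured G1/S genes, 1 fell and 0 rose in limma (0 and 0 when adjusted over the list alone, 4 and 3 at an unadjusted p under 0.05), and 1 had a lower and 1 a higher change in wild type cells. The removed array, when fitted, ended the call of Rb1 in Sdc4-/- cells (adjusted p = 0.0657), the difference for Tob1 (adjusted p = 0.186), the difference for Smad4 (adjusted p = 0.0985) and the difference for Tgfb3 (adjusted p = 0.323). Some of these calls ended without Sdc4-/- uninjured replicate 1 or 2 or 3 or Sdc4-/- 12 h replicate 1 or 2 for Rb1 in Sdc4-/- cells (adjusted p = 0.053 to 0.13).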

### Genes involved in RNA post-transcriptional regulation are significantly enriched during satellite cell activation

Gene ontology (GO) classifications were used to aid in identifying potential mechanisms regulating satellite cell activation. The Database for Annotation, Visualization and Integrated Discovery (DAVID) was used to identify enrichment of general molecular function categories [39,40] during activation of satellite cells. The GO category of Molecular Function: Binding is the most significantly over-represented GO category during satellite cell activation (*P* value = 7.03 × 10^-43^ compared to the mouse genome), where a 7% increase in the total percentage of genes classified as binding occurs in satellite cells within the first 12 h post-muscle injury (Figure 3A). Further refinement of ontological categories reveals that GO terms unfolded protein binding, actin binding, and RNA binding were enriched an average of 1.5-fold over three independent gene annotation algorithms: FunNet [41,42], ProfCom [43], and DAVID [39,40] (Figure 3B, Table 2). Thus, in the first 12 h post-muscle injury, major changes occur in genes involved in RNA binding, the unfolded protein response, and in actin binding. 

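Calreticulin (Calr), a chaperone of the endoplasmic reticulum, fell in wild type cells from 8.82 ± 0.10 (SD, n = 2) to 3.38 ± 0.86 (SD, n = 3), a log2 change of -5.44 (standard error 0.44, adjusted p = 7.93e-06), with -0.34 (adjusted p = 0.673) in Sdc4-/- cells and a difference of -5.10 (adjusted p = 4.15e-04). The chaperone genes Hsp90b1 (-3.68), Ahsa1 (-2.80) and Vbp1 (-4.29) fell as well. Of the 40 measured chaperones of unfolded protein binding, 19 fell and 0 rose in limma (19 and 0 when adjusted over the list alone, 22 and 0 at an unadjusted p under 0.05). Chaperones had a median log2 change of -1.99 (camera, adjusted p = 3.67e-06, and 0.196 with an estimated correlation) and of -1.71 over all 18 arrays (adjusted p = 6.07e-08). The median was -0.89 after a further quantile normalization (adjusted p = 0.0112) and -2.00 over the 39 members with a mean of at least 4 (adjusted p = 0.29). Among actin binding genes, the capping protein gene Capza2 fell by 5.97, the Arp2/3 subunit gene Arpc5 fell by 4.32, and Eps8 and radixin (Rdx) changed by -5.75 and -5.35. Of the 51 measured actin binding genes, 20 fell and 2 rose in limma (21 and 2 when adjusted over the list alone). Actin binding genes had a median log2 change of -1.62 (camera, adjusted p = 2.96e-04, and 0.225 with an estimated correlation) and of -1.11 over all 18 arrays (adjusted p = 1.89e-04). This median was -0.82 after a further quantile normalization (adjusted p = 0.106), -1.82 over the 45 members with a mean of at least 4 (adjusted p = 0.9), -0.83 with the mean of all probe sets of a gene (adjusted p = 4.06e-05) and -0.97 without WT 12 h replicate 2 (adjusted p = 0.00625). Of the 40 chaperones, 11 had a lower and 0 a higher change in wild type than in Sdc4-/- cells in limma (12 and 0 when adjusted over the list alone, 16 and 0 at an unadjusted p under 0.05), as did 9 and 1 of the actin binding genes. Including the removed array gave -5.11 for Calr (adjusted p = 1e-05, replicate 3 at 7.83) and -5.82 for Capza2 (adjusted p = 2.79e-07, replicate 3 at 8.71). On the same wild type 12 h arrays the 3' minus 5' difference of the Gapdh control, a sign of RNA quality, reached 6.60. It was at most 3.90 on the other arrays used and 6.36 on the removed WT uninjured replicate 3. On WT 12 h replicate 2 it was 1.28, but there the 3' and 5' values were only 4.6 and 3.4. So near the floor this difference is no measure of RNA quality.

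**Figure D3:**
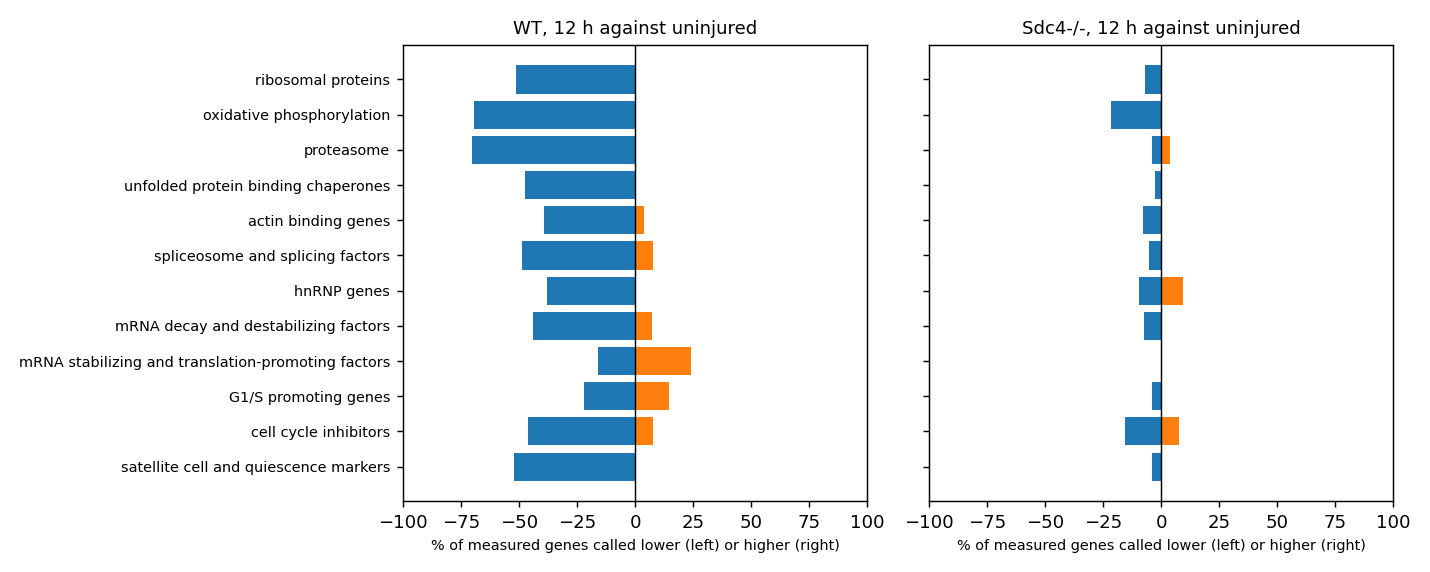
For each of 12 gene lists, the percentage of measured genes called lower (left) and higher (right) by limma at 12 h, in wild type and in Sdc4-/- cells. Among these 12 lists, proteasome and oxidative phosphorylation genes have the largest shares lower. In wild type cells 19 of 27 and 16 of 23 of these fell.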

The changes in RNA binding proteins and unfolded protein response may be involved in the down-regulation of genes necessary to maintain a quiescent satellite cell, while changes in actin binding are likely to reflect changes in satellite cell motility [44] that accompany repair of skeletal muscle tissue.

**Figure 3:**
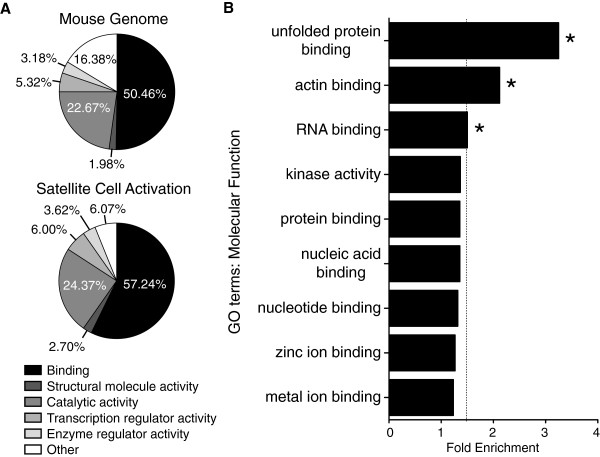
**Binding genes are enriched during satellite cell activation.** Gene expression changes unique to wild type satellite cells occurring within 12 h post-muscle injury were further analyzed by gene ontology. The general Molecular Function GO categories of Binding (*P* = 7.03 × 10^-43^), Structural molecule activity (*P* = 4.97 × 10^-4^), Catalytic activity (*P* = 1.46 × 10^-3^), Transcription regulator activity (*P* = 0.0229), and Enzyme regulator activity (*P* = 0.0521) were identified by DAVID as enriched when comparing satellite cells isolated 12 h post-muscle injury to freshly isolated satellite cells (**A**). Specific Molecular Function GO terms including RNA binding, unfolded protein binding, and actin binding were enriched an average of 1.5-fold when comparing satellite cells from injured and uninjured muscle as identified by three independent algorithms including ProfCom, FunNet, and DAVID (**B**). The dotted line marks a 1.5-fold enrichment threshold. Asterisks mark GO terms with an average enrichment ≥ 1.5-fold.

**Table 2:** Identified Molecular Function GO terms

**GO Term**	**DAVID**	***P*value**	**ProfCom**	***P*value**	**FunNet**	***P*value**
Unfolded protein binding	2.27	2.74E-05	4.65	2.90E-08	2.83	2.64E-08
Actin binding	1.83	2.00E-09	2.60	2.10E-12	1.92	5.03E-10
RNA binding	1.30	3.25E-04	1.82	9.80E-10	1.39	6.98E-05
Kinase activity	1.25	7.15E-04	1.54	4.30E-08	1.31	1.48E-04
Protein binding	1.25	8.42E-29	1.52	5.90E-70	1.30	1.86E-21
Nucleic acid binding	1.13	2.38E-04	1.63	7.50E-10	1.31	7.34E-05
Nucleotide binding	1.21	6.45E-07	1.50	6.10E-18	1.23	2.76E-06
Zinc ion binding	1.19	1.83E-05	1.38	1.80E-15	1.23	5.01E-05
Metal ion binding	1.17	7.66E-09	1.37	5.20E-23	1.16	4.83E-05

Fold enrichment and associated p-values for the Molecular Function GO terms shared between three independent gene ontological analyses using DAVID (http://david.abcc.ncifcrf.gov), profcom (http://webclu.bio.wzw.tum.de/profcom/), and FunNet (http://www.funnet.info).

A fourth independent analysis focused on biological networks (IPA-Ingenuity Pathway Analysis http://www.ingenuity.com) ranked RNA Post-Transcriptional Modification in the top biological network (Table 3; Table 4). Thus, from four independent methods of gene expression analysis, a much higher proportion of genes involved in post-transcriptional RNA regulation change expression in the transition from a quiescent satellite cell to a committed myoblast, suggesting a role for post-transcriptional regulation of RNA in this transition. Therefore, we further analyzed genes involved in RNA post-transcriptional modification to further characterize individual genes and to develop hypotheses regarding the function of these genes in the transition of satellite cells from mitotic quiescence to cell cycle entry.

**Table 3:** Top 25 ranking biological interaction networks enriched during satellite cell activation

**Rank**	**Associated network function**	**Score**
1	RNA post-transcriptional modification, developmental disorder, genetic disorder	34
2	Genetic disorder, neurological disease, psychological disorders	34
3	Genetic disorder, cellular assembly and organization, skeletal and muscular disorders	34
4	Lipid metabolism, small molecule biochemistry, vitamin and mineral metabolism	32
5	Nervous system development and function, tissue morphology, cellular development	32
6	Genetic disorder, metabolic disease, molecular transport	32
7	Cell morphology, cell-to-cell signaling and interaction, cellular assembly and organization	32
8	Genetic disorder, ophthalmic disease, cardiovascular disease	32
9	Post-translational modification, cardiovascular disease, cardiovascular system development and function	32
10	Amino acid metabolism, genetic disorder, metabolic disease	32
11	Cardiovascular system development and function, cell morphology, cell-to-cell signaling and interaction	32
12	Dermatological diseases and conditions, genetic disorder, amino acid metabolism	32
13	Organismal functions, cardiac stenosis, cardiovascular disease	32
14	Cellular assembly and organization, RNA post-transcriptional modification, cancer	32
15	Carbohydrate metabolism, drug metabolism, nucleic acid metabolism	32
16	Gene expression, amino ccid metabolism, small molecule biochemistry	32
17	Cell cycle, reproductive system development and function, cell morphology	32
18	Genetic disorder, neurological disease, psychological disorders	32
19	Cancer, cellular assembly and organization, cellular compromise	32
20	Cell cycle, cell death, cell morphology	30
21	Genetic disorder, metabolic disease, neurological disease	30
22	Post-translational modification, protein degradation, protein synthesis	29
23	Cell signaling, cardiovascular disease, skeletal and muscular system development and function	29
24	Lipid metabolism, small molecule biochemistry, dermatological diseases and conditions	29
25	Cellular development, genetic disorder, hematological system development and function	29

The most significantly enriched biological networks during satellite cell activation were generated through the use of IPA 9.0 (Ingenuity Systems, http://www.ingenuity.com). The score is the negative base-10 logarithm of the *P* value (that is, a score of 34 is *P* ≤ 10^-34^).

**Table 4:** Genes in the top ranked network associate with muscle function, muscle disease, or fate determination

**Genes**	**Relevant role/Disease/Expression**	**Reference**
Luc7l	Regulation of muscle differentiation	[45]
Snrpn	Prader-Willi syndrome	[46]
Polr2a	Positive regulation of embryonic stem cells	[47]
Htatsf1	Expression in developing limb bud	[48]
Zbtb3	Expression in developing limb bud	[48]
Supt5h	Expression in developing limb bud	[48]
Tcerg1	Expression in developing limb bud	[48]
Pqbp1	Facilitates neuronal proliferation and maturation; Expression in developing limb bud	[48,49]
Snrpb	Spinal muscular atrophy; Expression in developing limb bud and somite	[7,48]
Snrpa1	Spinal muscular atrophy	[50]
Syncrip	Spinal muscular atrophy	[50]
Sf1	Expression in developing limb bud	[48]
AP3D1	Regulation of progenitor cell competence	[51]
Hnrnpr	Expression in developing limb bud	[48]

Fourteen of the thirty-five genes in the top ranked biological network as identified by IPA v9.0 (Ingenuity® Systems, http://www.ingenuity.com) have defined functions in muscle or cell fate determination as determined with the associated references.

### Splicing factors are preferentially downregulated during satellite cell activation

The top ranking biological network identified by IPA has associated biological functions of RNA Post-Transcriptional Modification, Developmental Disorder, and Genetic Disorder (Table 3), where RNA Post-Transcriptional Modification includes mRNA decay and stabilization, mRNA splicing, and miRNA-mediated gene silencing. When we examined genes within this network, nearly half of the genes whose expression changes during satellite cell activation are involved in RNA processing and splicing (Figure 4). Moreover, many genes in this interaction network are implicated in either muscle function, muscle disease, or cell fate decisions (Table 4). 

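Of the network genes of Table 4, the splicing gene Pqbp1 fell in wild type cells from 8.54 ± 0.72 (SD, n = 2) to 3.21 ± 0.59 (SD, n = 3), a log2 change of -5.32 (standard error 0.46, adjusted p = 1.2e-05), and Hnrnpr fell by 7.36 (adjusted p = 4.38e-06). The small nuclear ribonucleoprotein gene Snrpa1 changed by -4.34, the adaptor gene Ap3d1 by -3.22, the elongation factor gene Supt5 by -3.00 and the RNA polymerase gene Polr2a by -2.15. Of the 13 measured Table 4 genes, 8 fell and 1 rose in limma (8 and 1 when adjusted over the list alone), a list the study chose on these samples and so not independent evidence of its direction. Table 4 genes had a median log2 change of -3.00 (camera, adjusted p = 2.96e-04) and of -3.03 over all 18 arrays (adjusted p = 3.67e-05). It came to -3.11 over the 12 members with a mean of at least 4 (adjusted p = 0.107) and -1.49 with the mean of all probe sets of a gene (adjusted p = 0.00252). Of these 13 genes, 6 had a lower and 0 a higher change in wild type than in Sdc4-/- cells in limma (8 and 0 when adjusted over the list alone, 8 and 0 at an unadjusted p under 0.05). In Sdc4-/- cells Pqbp1 fell by 2.99 (adjusted p = 0.00108), and Snrpa1 had 0.49 (adjusted p = 0.406). With the removed array the changes were -4.72 for Pqbp1 (adjusted p = 1.12e-04, replicate 3 at 6.73) and -5.54 for Hnrnpr (adjusted p = 0.00516, replicate 3 at 4.60).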

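The splicing genes Sf3a2 and Son fell in wild type cells at 12 h, Sf3a2 from 7.17 ± 0.28 (SD, n = 2) to 2.39 ± 0.02 (SD, n = 3) with a log2 change of -4.78 (standard error 0.43, adjusted p = 1.4e-05), and Son with -4.60 (adjusted p = 1.49e-05). Of the hnRNP genes, whose proteins bind nascent RNA, Hnrnpc changed by -6.18 (adjusted p = 0.00105), Hnrnpll by -4.18 and Hnrnph2 by -3.00. Of the 78 measured spliceosome and splicing factors, 38 fell and 6 rose in limma (41 and 6 when adjusted over the list alone). Splicing factors had a median log2 change of -1.90 (camera, adjusted p = 5.75e-06, and 0.0659 with an estimated correlation) and of -1.40 over all 18 arrays (adjusted p = 1.3e-06). The value was -1.08 after a further quantile normalization (adjusted p = 0.0112), -2.19 over the 67 members with a mean of at least 4 (adjusted p = 0.374) and -0.90 with the mean of all probe sets of a gene (adjusted p = 9.66e-07). Of the 21 measured hnRNP genes, 8 fell and 0 rose in limma (8 and 0 when adjusted over the list alone, 10 and 0 at an unadjusted p under 0.05). The hnRNP genes had a median log2 change of -1.10 (camera, adjusted p = 0.00331, and 0.225 with an estimated correlation) and of -0.79 over all 18 arrays (adjusted p = 0.0108). Its value was 0.20 after a further quantile normalization (adjusted p = 0.451) and -1.23 over the 19 members with a mean of at least 4 (adjusted p = 0.912). In the comparison of genotypes, of 78 splicing factors 18 had a lower and 3 a higher change in wild type than in Sdc4-/- cells in limma (23 and 4 when adjusted over the list alone). In all 18 arrays together the changes were -3.71 for Sf3a2 (adjusted p = 0.00406, replicate 3 at 3.97) and -5.18 for Hnrnpc (adjusted p = 0.00671, replicate 3 at 7.13). Adding the removed array ended the call of Hnrnpll (adjusted p = 0.0691).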

Consistent with our prior observations that downregulated genes exhibit greater fold change in relative expression occurring during the first 12 h post-muscle injury, the majority of RNA processing and splicing genes identified in the interaction network (87% and 88%, respectively) decrease post-muscle injury (Figure 4). Furthermore, of the 154 RNA binding proteins identified by GO analysis (Figure 3B, Additional file 8), 69% decrease in relative expression (Figure 5A; Additional file 8). These data show that RNA binding proteins are highly over-represented in quiescent satellite cells and suggest that regulation of RNA plays an important role in maintaining the quiescent state and in the transition to a cycling myoblast.

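The RNA binding genes of Additional file 8 as held here comprise 179 probe sets with 144 gene symbols, fewer symbols than the genes counted by the paper. Of these symbols 70.1% had lower values at 12 h in wild type cells, and limma called 129 probe sets lower and 47 higher. The study chose them for their change on these arrays, so that the counts are not independent evidence. Past the study's threshold in wild type and not in Sdc4-/- cells were 148 of the probe sets, and 74 passed the test of the difference between genotypes. Htatsf1, a cofactor of transcription and splicing, fell by 5.00 (adjusted p = 6.39e-04) with a difference of -3.97 (adjusted p = 0.0368), and Snrpb fell by 3.70 with a difference of -2.43 (adjusted p = 0.109). The paper reads the falls of RNA binding genes as over-representation of their proteins in quiescent satellite cells. It proposes from this that regulation of RNA has a role in keeping satellite cells quiescent and in their transition to cycling myoblasts. The call was lost over all 18 arrays for the difference for Htatsf1 (adjusted p = 0.151). The call ended without WT uninjured replicate 1 or 2, WT 12 h replicate 2 or 3 or Sdc4-/- uninjured replicate 1 or 2 or 3 for the difference for Htatsf1 (adjusted p = 0.0514 to 0.15).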

**Figure 4:**
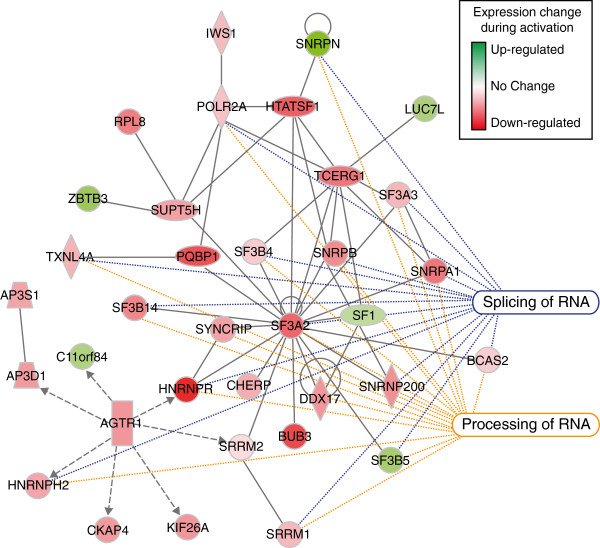
**RNA post-transcriptional modification is the most enriched biological network.** Gene expression changes unique to wild type satellite cell activation were subjected to IPA 9.0 (Ingenuity® Systems, http://www.ingenuity.com) network analysis and RNA Post-Transcriptional Modification, Developmental Disorder, Genetic Disorder (*P* ≤ 10^-34^) emerged as the associated biological functions in the top ranked interaction network with the canonical pathways Processing of RNA (17 blue dotted lines, *P* ≤ 4.44e-22) and Splicing of RNA (15 orange dotted lines, *P* ≤ 7.64e-20) comprising 50% of this network. The functions of these genes in muscle disease and cell fate decisions are listed in Table 4. Red indicates genes down-regulated and green indicates genes upregulated with the intensity denoting the increase or decrease in fold change. The data compares genes unique to wild type satellite cells isolated 12 h post-injury to satellite cells isolated from uninjured skeletal muscle.

**Figure 5:**
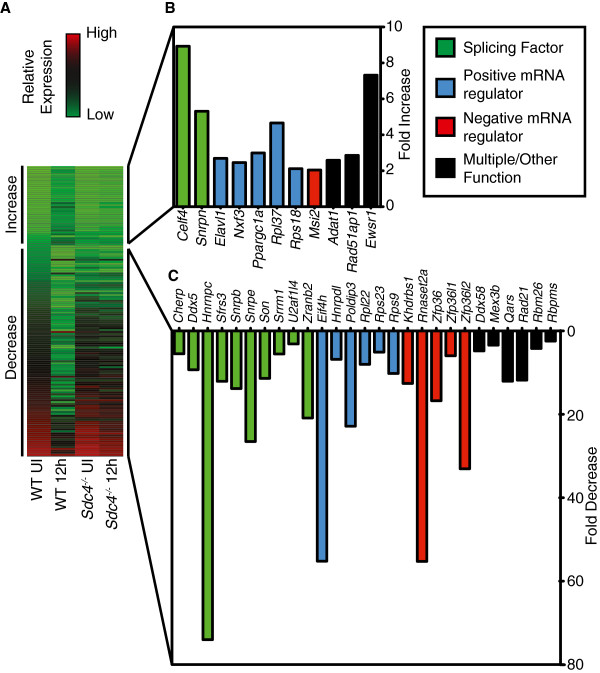
**Classification of top quartile RNA binding proteins significantly regulated 12 h post-injury in satellite cells.** Genes categorized with the GO term Molecular Function: RNA Binding that change expression ≥ two-fold (ANOVA *P* ≤ 0.01) comprise 22% (154 of 716) of the total GO category in wild type satellite cells but do not change significantly in Sdc4^−/−^ satellite cell during the first 12 h post-muscle injury (**A**). A minority of the identified genes increase in relative expression (**B**), while the majority of these genes decrease in their relative expression 12 h post-muscle injury (**C**). Upregulated and downregulated genes were further classified and plotted as splicing factors (green bars), positive mRNA regulators (blue bars), negative mRNA regulators (red bars), or multiple/other functions (black bars). The values plotted are for fold increase (**B**) or fold decrease (**C** )unique to wild type satellite cells occurring in the first 12 h post-muscle injury.

An examination of the top quartile of RNA binding proteins with the most significant changes in expression reveal that the majority (45%) of upregulated genes are positive mRNA regulators (Figure 5B), while downregulated genes include a similar distribution of all RNA protein functions with splicing factors exhibiting a slight majority (37%: Figure 5C). Furthermore, 24% of the previously identified RNA processing of splicing factors (Figure 4) are present in this top quartile. 

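Among factors of mRNA decay and destabilization, the deadenylase gene Cnot7 fell in wild type cells from 7.02 ± 0.92 (SD, n = 2) to 2.71 ± 0.09 (SD, n = 3), a log2 change of -4.30 (standard error 0.37, adjusted p = 1.16e-05), and Pan3 fell by 3.61 (adjusted p = 2.47e-05). Of the 41 measured decay and destabilizing factors, 18 fell and 3 rose in limma (20 and 4 when adjusted over the list alone). Decay factors had a median log2 change of -1.26 (camera, adjusted p = 8.89e-04, and 0.0751 with an estimated correlation) and of -1.10 over all 18 arrays (adjusted p = 9.08e-04). The median was -2.90 over the 26 members with a mean of at least 4 (adjusted p = 0.104) and -0.78 with the mean of all probe sets of a gene (adjusted p = 0.00122). Among factors that stabilize mRNA or promote translation, the initiation factor gene Eif4a2 fell by 4.16, while the export gene Nxf3 rose by 1.26 and Ppargc1a by 1.68, to values of 3.79 and 4.19. Of the 25 measured stabilizing and translation-promoting factors, 4 fell and 6 rose in limma (4 and 6 when adjusted over the list alone). Stabilizing factors had a median log2 change of -0.40 (camera, adjusted p = 0.746) and of -0.11 over all 18 arrays (adjusted p = 0.379). This median was 0.10 after a further quantile normalization (adjusted p = 0.451), -1.76 over the 17 members with a mean of at least 4 (adjusted p = 0.808), -0.65 without WT uninjured replicate 2 (adjusted p = 0.683), 0.085 without WT 12 h replicate 2 (adjusted p = 0.903) and -0.999 without WT 12 h replicate 3 (adjusted p = 0.371). Over all 18 arrays the changes were -3.19 for Cnot7 (adjusted p = 0.00778, replicate 3 at 3.68) and -2.62 for Eif4a2 (adjusted p = 0.0728, replicate 3 at 3.14).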

To confirm the microarray expression data, we performed qPCR validation finding that approximately 80% of the tested RNA binding proteins and both tested cell cycle regulators have consistent gene expression profiles (Table 5). Thus, genes involved in mRNA regulation may play diverse roles in satellite cell activation and promote the conversion of a quiescent satellite cell to a proliferating myoblast.

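On the arrays, the splicing regulator Mbnl1 fell in wild type cells from 10.31 ± 0.38 (SD, n = 2) to 6.84 ± 1.76 (SD, n = 3), a log2 change of -3.47 (standard error 0.81, adjusted p = 0.00581). Matr3 fell with both probe sets of Additional file 8, with adjusted p values of 0.00663 and 2.59e-04, and its brightest probe set had -4.05 (adjusted p = 0.0634). Srsf3 fell by 3.61 (adjusted p = 0.00248), with -2.10 (adjusted p = 0.227) for its brightest probe set. Pabpn1, a poly(A) binding gene, fell by 3.15 and decreased by 1.62, with -2.78 (adjusted p = 0.151) for its brightest probe set. The paper's qPCR in Table 5 gives rises of Matr3 and Srsf3 (Sfrs3 there), against the falls on the arrays. It gives only a small decrease of Mbnl1. For the other genes that Table 5 marks as lower on the arrays, qPCR was lower too. Of the 12 measured genes of Table 5 at 1 probe set a gene, 4 fell and 3 rose in limma (5 and 3 when adjusted over the list alone), and this list too was chosen on these samples and is not independent evidence. Table 5 genes had a median log2 change of -2.34 (camera, adjusted p = 0.2) and of -1.90 over all 18 arrays (adjusted p = 0.0821). It came to -1.26 after a further quantile normalization (adjusted p = 0.451), -1.17 with the mean of all probe sets of a gene (adjusted p = 0.303) and -0.63 without WT 12 h replicate 2 (adjusted p = 0.285). With the removed array the change was -3.33 for Mbnl1 (adjusted p = 0.0068, replicate 3 at 9.89). In the fit of 18 arrays Matr3 (adjusted p = 0.074) did not pass. Leaving out 1 array ended calls, without WT uninjured replicate 1 for Mbnl1 (adjusted p = 0.0511) and Matr3 (adjusted p = 0.0677).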

**Table 5:** Microarray and qPCR expression trends correlate for RNA binding proteins

**Gene**	**Microarray**	**qPCR**	**Fold change**	**Correlation**	**Biological function**
Celf4	↑	↑	2.51	Yes	Splicing factor
Pabpn1	↓	↓	−1.80	Yes	Positive mRNA regulator
Ppargc1a	↑	↑	1.34	Yes	Positive mRNA regulator
Mbnl1	↓	↓	−1.14	Yes	Splicing factor
Matr3	↓	↑	11.79	No	Negative mRNA regulator
Sfrs3	↓	↑	19.11	No	Splicing factor
Zfp36	↓	↓	−2.87	Yes	Negative mRNA regulator
Zfp36l1	↓	↓	−4.48	Yes	Negative mRNA regulator
Zfp36l2	↓	↓	−1.63	Yes	Negative mRNA regulator
Elavl1	↑	↑	3.01	Yes	Positive mRNA regulator
Cdk2	↑	↑	10.28	Yes	Promotes cell cycle entry
E2F3	↑	↑	12.90	Yes	Promotes cell cycle entry

Eight of ten RNA binding proteins and two cell cycle genes validate expression changes between wild type satellite cells isolated from uninjured TA muscle and from the TA 12 h post-muscle injury. Arrows show increase (↑) and decrease (↓) for both microarray and qPCR during satellite cell activation. Fold change is from qPCR data where positive values indicate increased expression and negative valued indicate decreased expression between satellite cells isolated from uninjured TA muscle and from the TA 12 h post-muscle injury. Quantitative PCR data is normalized to GAPDH or 18S.

### Dynamic regulation of miRNAs during muscle regeneration

MicroRNA-mediated gene silencing regulates alternative splicing [52,53] as well as mRNA stability factors [54,55]. Moreover, miRNAs regulate stem cell fate determination [28,30,31,56] suggesting a potential role for miRNAs in the transition of quiescent satellite cells to proliferating myoblasts. The low levels of RNA present in quiescent satellite cells combined with infrequent satellite cell abundance in uninjured muscle prevented successful unbiased screen for miRNAs. Therefore, we assessed whether genes involved in miRNA biogenesis and gene silencing including argonautes1-4 (Eif2c1-4), Dgcr8, and Dicer, as well as other genes associated with miRNA function, are expressed in quiescent satellite cell (Additional file 1, Additional file 2, Additional file 3, Additional file 4, Additional file 5, Additional file 6). Although present, Argonautes1-4 (Eif2c1-4), Dgcr8, and Dicer are not in the cohort of differentially expressed genes (Additional file 7), suggesting that major changes in miRNA processing do not occur during satellite cell activation.

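Dicer1, the nuclease that makes mature miRNAs, had a log2 value of 6.03 ± 0.80 (SD, n = 2) in uninjured wild type cells and 3.99 ± 0.67 (SD, n = 3) at 12 h, a log2 change of -2.04 (standard error 0.54, adjusted p = 0.0114). Of the Argonaute genes, Ago1 fell by 2.47 (adjusted p = 0.0144), and Ago2, Ago3 and Ago4 had changes of 0.71 (adjusted p = 0.281), -0.97 (adjusted p = 0.388) and -0.76 (adjusted p = 0.0617). Dgcr8, a partner of the Drosha nuclease, had 4.71 ± 0.56 (SD, n = 2) and a change of 0.13 (adjusted p = 0.923). Drosha fell by 4.41 with its brightest probe set, and another probe set near background rose by 1.15. In Sdc4-/- cells Ago1 fell by 2.58 and Dicer1 had -0.83 (adjusted p = 0.368), and neither gene passed the test of the difference (0.11, adjusted p = 0.948 for Ago1 and -1.22, adjusted p = 0.3 for Dicer1). Of the 15 measured genes of the miRNA machinery, 4 fell and 1 rose in limma (4 and 1 when adjusted over the list alone). The miRNA machinery had a median log2 change of -0.76 (camera, adjusted p = 0.216) and of -0.46 over all 18 arrays (adjusted p = 0.194). The value was -0.12 after a further quantile normalization (adjusted p = 0.451), -1.31 over the 10 members with a mean of at least 4 (adjusted p = 0.9) and -0.28 with the mean of all probe sets of a gene (adjusted p = 0.0609). The fit of all 18 arrays gave changes of -2.00 for Dicer1 (adjusted p = 0.0109, replicate 3 at 5.90) and -1.79 for Ago1 (adjusted p = 0.0836, replicate 3 at 3.92). With the removed uninjured array included, Ago1 in Sdc4-/- cells (adjusted p = 0.0557) no longer passed the test. A call was lost without WT uninjured replicate 1 for the wild type 12 h change of Dicer1 (adjusted p = 0.127), without WT uninjured replicate 1 or 2 for the wild type 12 h change of Ago1 (adjusted p = 0.0632 to 0.0771) and the wild type 12 h change of Drosha (adjusted p = 0.0637 to 0.0732) and without Sdc4-/- uninjured replicate 1 or 3 or Sdc4-/- 12 h replicate 1 or 3 for Ago1 in Sdc4-/- cells (adjusted p = 0.064 to 0.095).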

To identify potential miRNAs involved in the transition of quiescent satellite cells to proliferating myoblasts, we applied miRNA target prediction algorithms to identify putative miRNAs regulating genes whose expression changes rapidly during the first 48 h post-muscle injury. Initially, we established a minimum gene expression value in freshly isolated satellite cells to reduce the cohort to 641 genes (ANOVA *P* ≤ 0.01) that either increased or decreased by ≥ two-fold during the first 48 h following muscle injury. As gene expression levels did not change for 47 of these genes in Sdc4^−/−^ satellite cells (ANOVA *P* ≥ 0.9), we chose these 47 genes to pursue as potential miRNA targets involved in satellite cell activation (Table 6). 

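Of the 47 probe sets of Table 6, 37 fell and 8 rose in wild type cells at 48 h in limma. The study chose them for a change on these arrays, so that this is not independent evidence. H2-Ea, a class II antigen gene that C57BL/6 mice do not express, fell from 7.25 ± 1.99 (SD, n = 2) to 2.62 ± 0.10 (SD, n = 3) at 48 h, a log2 change of -4.63 (standard error 0.54, adjusted p = 2.10e-04), and lay between 2.56 and 2.82 in the Sdc4-/- groups. The matrix gene Hmcn1 fell by 2.60, reelin (Reln) fell by 2.60 and the Notch target Heyl fell by 1.76, and Ager rose by 2.83. Uninjured Sdc4-/- cells had values of 2.63, 2.65 and 2.35 for Hmcn1, Reln and Heyl, near background already, against 5.32, 5.00 and 4.18 in wild type cells. Of the 47, 41 had a wild type uninjured mean under a log2 value of 5.5. In Sdc4-/- cells 0 were called at 48 h by limma, 0 had an unadjusted p under 0.05, and 27 had an unadjusted p over 0.9. With WT uninjured replicate 3 in the fit the changes were -5.33 for H2-Ea (adjusted p = 0.00131, replicate 3 at 9.36) and -1.18 for Heyl (adjusted p = 0.176, replicate 3 at 2.42). The removed array, when fitted, ended the call of Hmcn1 at 48 h (adjusted p = 0.166), Reln at 48 h (adjusted p = 0.178) and Ager at 48 h (adjusted p = 0.125).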

Candidate miRNAs were then computationally identified using two independent algorithms, one developed by the group of Deepak Srivastava (unpublished) and GeneAct (http://promoter.colorado.edu/geneact/) [57] (Figure 6A). The union of both algorithms identified 12 miRNA candidates with six, miR-16, miR-93, miR-106b, miR-107, miR-124, and miR-200b, being detected in cultured primary satellite cells or proliferating satellite cell derived MM14 cells by ribonuclease protection assay (Table 7). All six miRNAs present in primary myoblasts and MM14 cells were detectable in uninjured tibialis anterior muscle (Figure 6B).

**Table 6:** Genes used to predict candidate miRNAs

**Probe set ID**	**Gene symbol**	**Entrez gene**	**Fold change**
1417654_at	Sdc4	20971	11.68
1418282_x_at	Serpina1b	20701	6.78
1418510_s_at	Fbxo8	50753	4.74
1419070_at	Cys1	12879	3.78
1419302_at	Heyl	56198	3.26
1420930_s_at	Ctnnal1	54366	2.71
1420980_at	Pak1	18479	3.13
1422889_at	Pcdh18	73173	4.72
1422892_s_at	H2-Ea	14968	25.61
1424559_at	Rpap2	231571	5.15
1425336_x_at	H2-K1	14972	34.35
1425609_at	Ncf1	17969	2.68
1426981_at	Pcsk6	18553	3.38
1427884_at	Col3a1	12825	12.29
1429021_at	Epha4	13838	3.51
1430764_at	1700023F06Rik	69441	3.12
1433639_at	5730593F17Rik	215512	3.30
1434105_at	Epm2aip1	77781	2.91
1434267_at	Nek1	18004	2.90
1434790_a_at	Lta4h	16993	4.96
1435603_at	Sned1	208777	3.12
1437152_at	Mex3b	108797	4.08
1438532_at	Hmcn1	545370	6.09
1438577_at	---	---	5.66
1439618_at	Pde10a	23984	3.37
1440237_at	Ercc4	50505	3.40
1441958_s_at	Ager	11596	7.06
1442700_at	Pde4b	18578	11.21
1444409_at	Rph3al	380714	3.92
1444517_at	---	---	3.13
1447257_at	---	---	2.45
1447657_s_at	Synpo2l	68760	3.00
1449226_at	Hic1	15248	3.11
1449465_at	Reln	19699	5.95
1449619_s_at	Arhgap9	216445	3.20
1451513_x_at	Serpina1a	20700	4.62
1452632_at	Aak1	269774	3.64
1452896_at	Gtl3	14894	8.40
1453114_at	Nol9	74035	2.30
1453771_at	Gulp1	70676	5.06
1454112_a_at	Cep27	66296	2.46
1454433_at	6330526H18Rik	76174	2.95
1454877_at	Sertad4	214791	6.96
1455136_at	Atp1a2	98660	6.60
1455188_at	Ephb1	270190	3.37
1457944_at	---	---	16.23
1459164_at	AU014678	101228	2.34

The relative expression data for genes that significantly change (ANOVA *P* ≤ 0.01, ≥ two-fold change) in wild type satellite cells isolated from uninjured TA muscle or from the TA 48 h post-muscle injury and not in Sdc4^−/−^ satellite cells (ANOVA *P* > 0.9) is represented as a log_2_ values. Gene identifiers are Probe set ID, representative gene symbol, and entrez gene ID. The fold change was calculated for changes occurring in the first 12 h post-muscle injury according to genotype.

**Figure 6:**
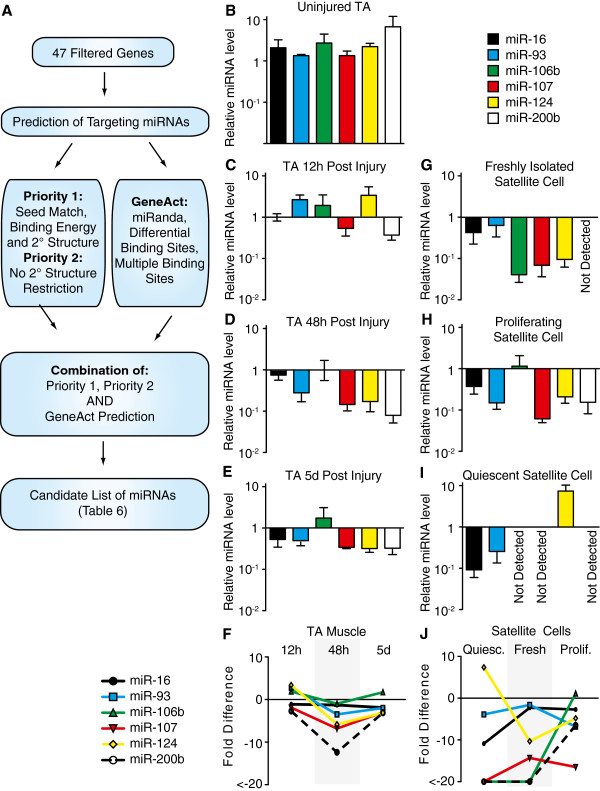
**Screening and characterization of candidate miRNAs with dynamic expression patterns during muscle regeneration.** A combinatorial screen was used to identify miRNAs from potential target genes that uniquely change expression in wild type satellite cells following a muscle injury. Gene expression changes of ≥ two-fold, *P* ≤ 0.01 occurring in wild type satellite cells 48 h post-muscle injury compared to freshly isolated satellite cells that changed ≤ two.0-fold, *P* ≥ 0.9 in syndecan-4 null cells yielded 47 genes (Table 6) that were subjected to the flow schematic to identify potential miRNAs (**A**). The union from both algorithms yielded 12 candidate miRNAs, six of which were detectable by RNase protection assay in cultured satellite cells or the satellite cell derived MM14 cell line in growth or differentiation conditions (Table 7). These six miRNAs are expressed in uninjured skeletal muscle **(B)** and four of the six change expression dynamically during skeletal muscle regeneration at 12 h (**C**, **F**), 48 h (**D**, **F**) and 5d (**E**, **F**) post-muscle injury. The same four micro RNAs (miR-16, miR-93, miR-106b, and miR-124) exhibit dynamic changes in relative expression when comparing activated satellite cells (**G**, **J**) to proliferating satellite cells (**H**, **J**) and quiescent satellite cells (**I**, **J**). All qPCR data was normalized to U6 RNA. miRNA levels in uninjured TA muscle were set to 1 (y-axis). Values above the y-axis indicate higher miRNA expression than in uninjured TA muscle and values below the y-axis indicate lower miRNA expression than in uninjured TA muscle (**C**-**J**). Graphs B-E and G-I are log scale and values are mean ± SEM (*n* = 3). Graphs F and J are average fold difference as compared to relative expression in B.

**Table 7:** Six of twelve predicted miRNAs are expressed in satellite cells

**miRNA**	**Rationale**	**Detected in SCs**
miR-16	Priority 2 and GeneAct	+
miR-26a/b	Priority 1 and GeneAct	ND
miR-30a	Priority 1, 2 and GeneAct	-
miR-93	Priority 1 and GeneAct	+
miR-106b	Priority 1 and GeneAct	+
miR-107	Priority 2 and GeneAct	+
miR-124	Priority 1 and GeneAct	+
miR-130a	Priority 1 and GeneAct	-
miR-132	Priority 1 and GeneAct	-
miR-200b	Priority 1 and GeneAct	+
miR-320	Priority 1 and GeneAct	-
miR-424	Priority 1 and GeneAct	-

We predicted 12 candidate miRNAs from 47 genes identified as only expressed in satellite cells or only expressed in myoblasts. miR-16, miR-93, miR-106b, miR-107, miR-124, and miR-200b are detected in satellite cells by RNase protection assay in either primary satellite cells or in the satellite cell derived MM14 cell line.

We observed dramatic regulation of these six miRNAs following a muscle injury when compared to control, uninjured tibialis anterior muscle. Four of the identified miRNAs (miR-93, miR-107, miR-124, and miR-200b) changed expression levels by more than two-fold during the first 5 days following induced muscle injury (Figure 6B-F; Table 8). In the uninjured TA muscle, miR-200b decreased three-fold by 12 h post-injury, while miR-93 and miR-124 increased significantly 12 h post-muscle injury (Figure 6B, C, F; Table 8). Within 48 h post-injury, the relative levels of miR-93, miR-107, and miR-124 had decreased levels well below those present in uninjured muscle and remained low at 5 days post-injury (Figure 6C-E). In contrast, miR-106b remained elevated following injury while miR-16 trended to slightly lower expression (Figure 6B-E). The rapid changes in miRNA relative expression and their presence in skeletal muscle suggest that these miRNAs may play important roles in the regeneration of skeletal muscle and validates our approach to identify such miRNAs.

**Table 8:** Fold difference of candidate miRNAs as compared to levels in resting muscle

	**miR-16**	**miR-93**	**miR-106b**	**miR-107**	**miR-124**	**miR-200b**
12 h PI	−1.1	2.7	1.9	−1.9	3.4	−2.7
48 h PI	−1.3	−3.5	NC	−6.8	−5.8	−12.4
5d PI	−1.9	−2.0	1.7	−3.0	−3.1	−3.1
Quiescent satellite cell	−10.9	−3.9	ND	ND	7.4	ND
Freshly isolated satellite cell	−2.3	−1.6	−24.3	−14.3	−10.3	−1418.2
Proliferating satellite cell	−2.7	−6.8	1.1	−16.5	−4.8	−6.5

Fold difference of miRNA expression as compared to resting muscle where positive values are higher expression and negative values are lower expression. NC, no change; ND, not detected.

### Relative expression of miRNAs in satellite cells following muscle injury

We asked whether the six miRNAs that change expression during muscle regeneration are present in satellite cells, muscle tissue, or both. The relative expression levels for each miRNA in the uninjured tibialis anterior muscle was normalized to 1 and the relative levels in satellite cells isolated from uninjured muscle and in proliferating satellite cells isolated 48 h post-injury examined. Surprisingly, all six miRNAs were expressed at low to undetectable levels in freshly isolated satellite cells (Figure 6G). In proliferating satellite cells, all but miR-106b were expressed at levels substantially lower than that found in the tibialis anterior muscle (Figure 6H). Although MyoD protein is not detectable in freshly isolated satellite cells and they have not yet entered S-phase, freshly isolated satellite cells are not quiescent since the p38α/β MAPK is activated [8]. Therefore, to identify miRNAs present in quiescent satellite cells, mice were injected with SB203580, a p38α/β MAPK inhibitor, 1.5 h prior to satellite cell isolation (Hausburg *et al*., Submitted), and relative miRNA levels examined. Remarkably, we found that miR-124 was expressed 35-fold higher in quiescent satellite cells than in freshly isolated or proliferating satellite cells (Figure 6I, J; Table 8). Moreover, miR-124 was expressed at levels 10-fold greater in quiescent satellite cells than in uninjured skeletal muscle (compare Figure 6I and 6B, Figure 6J; Table 8), suggesting that the primary source of miR-124 in uninjured muscle is the satellite cell population. In contrast to miR-124, miR-16 and miR-93 are present at low to undetectable levels in quiescent satellite cells and are induced in freshly isolated satellite cells (Figure 6G, I). The expression level of miR-16 is maintained in proliferating cells, while miR-93 declines and miR-106b is dramatically induced in proliferating satellite cells as compared to freshly isolated and quiescent satellite cells (Figure 6G-I).

### miR-16, miR-106b, and miR-124 regulate satellite cell fate

The changes in relative levels of miR-16, miR-93, miR-106b, and miR-124 in satellite cells following a muscle injury suggests that these four miRNAs may play a role in the transition from a quiescent satellite cell to a proliferating myoblast. To test this idea, inhibitors for each miRNA were transfected into myofiber-associated satellite cells immediately following isolation and the cultures fixed and assayed at 3 days post-isolation and 5 days post-isolation. The total number of Pax7+ cells transfected with the scrambled RNA control inhibitor declined two-fold between 3 and 5 days in culture, indicative of differentiation (Figure 7A, B). Between 3 and 5 days in culture, the Pax7+/MyoD + decreased three-fold accompanied by the appearance of the Pax7+/MyoD- ‘reserve’ population (Figure 7C-F). In contrast, inhibition of miR-124 increased the percentage of Pax7+/MyoD- ‘reserve’ cells at 3 and 5 days of culture, as did inhibition of miR-106b (Figure 7A-F). Inhibition of miR-16 elevated the total number of Pax7+ cells at 5 days of culture and inhibition of miR-93 did not have any detectable effect (Figure 7-F). We further examined the role of miRNAs in satellite cell activation using Ingenuity® System’s IPA and identified PTEN signaling and Cell Cycle Regulation by BTG Family Proteins as the top canonical pathway regulated by miR-16, miR-93, miR-106b, and miR-124 in the transition of a quiescent satellite cell to a proliferating myoblasts (Figure 8). Many predicted targets of miR-16 and the miR-93/106b family inhibit cell cycle progression and cell growth. These targets are downregulated during satellite cell activation, consistent with increased expression of miR-16, miR-93, and miR-106b in proliferating satellite cells as compared to quiescent satellite cells (Figure 8). Conversely, predicted target genes of miR-124 promote cell cycle progression and are upregulated during satellite cell activation when miR-124 is downregulated (Figure 8). These data demonstrate that a number of miRNAs regulate satellite cell fate following a muscle injury and support the idea that post-transcriptional regulation of RNA plays a critical role in satellite cell activation and maintenance of satellite cell quiescence.

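Of the BTG family, whose members restrain the cell cycle, Btg1 fell in wild type cells at 12 h from 11.65 ± 0.65 (SD, n = 2) to 9.37 ± 1.38 (SD, n = 3), a log2 change of -2.29 (standard error 0.60, adjusted p = 0.0112). Btg1 rose by 1.99 in Sdc4-/- cells (difference -4.28, adjusted p = 0.00626), and Btg2 had -0.91 (adjusted p = 0.209) in wild type cells. Of the 21 measured genes of the BTG family pathway, 5 fell and 1 rose in limma (5 and 1 when adjusted over the list alone). The BTG family pathway had a median log2 change of -0.32 (camera, adjusted p = 0.269) and of -0.21 over all 18 arrays (adjusted p = 0.366). Its value was 0.0089 after a further quantile normalization (adjusted p = 0.7) and -1.86 over the 14 members with a mean of at least 4 (adjusted p = 0.888). With the removed array the change was -2.08 for Btg1 (adjusted p = 0.017, replicate 3 at 11.03). Adding the removed array ended the call of Btg1 in Sdc4-/- cells (adjusted p = 0.0531). Single arrays decided some calls, which ended without WT uninjured replicate 1 for the wild type 12 h change of Btg1 (adjusted p = 0.107) and without Sdc4-/- uninjured replicate 1 or 2 or 3 or Sdc4-/- 12 h replicate 1 or 2 or 3 for Btg1 in Sdc4-/- cells (adjusted p = 0.0729 to 0.153).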

**Figure 7:**
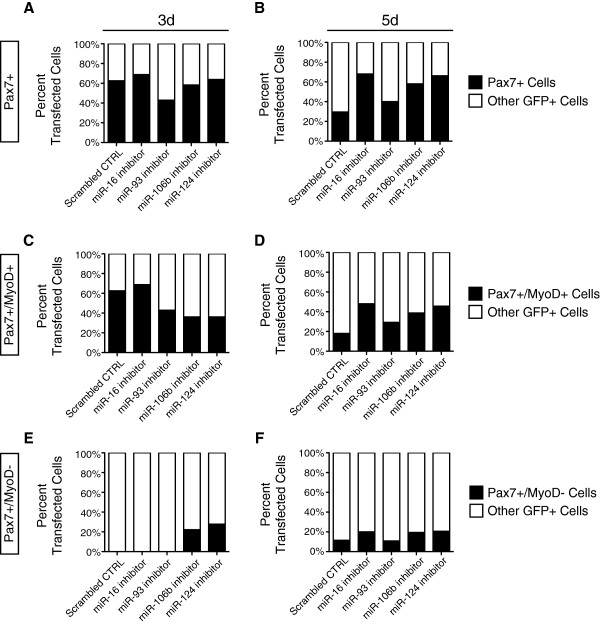
**Inhibition of candidate miRNAs alters satellite cell fate.** The four candidate miRNAs (miR-16, miR-93, miR-106b, and miR-124) that displayed dynamic expression in satellite cells were inhibited in myofiber-associated satellite cells prior to the first cell division. Transfected cells were assessed 3 or 5 days post myofiber harvest and identified via immunofluorescence as satellite cells by Pax7 expression (**A**, **B**) with proliferating satellite cells expressing both Pax7 and MyoD (**C**, **D**) and quiescent satellite cells expressing only Pax7 (**E**, **F**). The percent of Pax7+ satellite cells decreased between 3 and 5 days in satellite cell populations treated with a scrambled RNA control, however, the relative number of Pax7+ satellite cells remained at similar levels when any candidate miRNA was inhibited (**A**, **B**). This increase in satellite cells following miRNA inhibition at 5 days was observed in both proliferating satellite cells (**D**) and quiescent satellite cells (**F**) for miR-16, miR-106b, and miR-124 while inhibition of miR-93 resulted in a specific increase in proliferating satellite cells at 5 days (**D**). Inhibition of two miRNAs, miR-106b and miR-124, resulted in a dramatic increase in quiescent satellite cells by 3 days post myofiber isolation (**E**) that remains consistent through 5 days post isolation (**F**).

**Figure 8:**
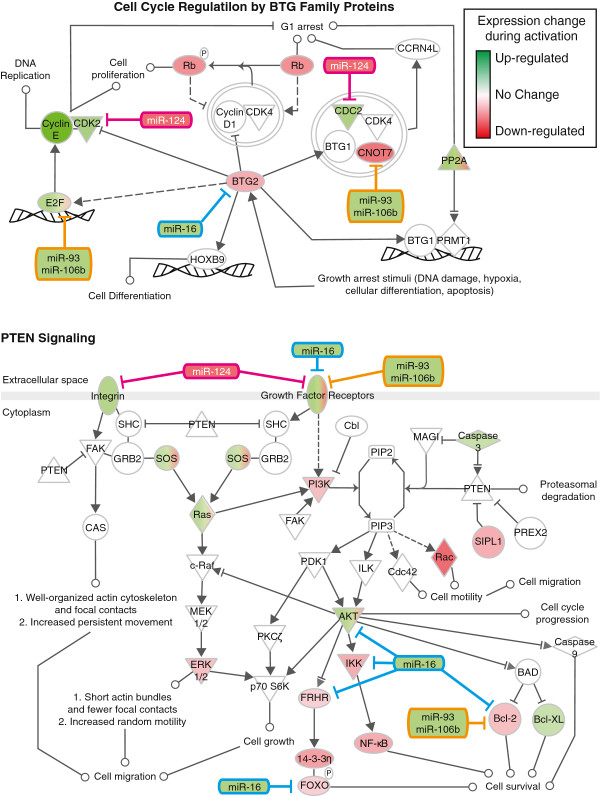
**Candidate miRNAs target genes involved in cell growth, survival, migration, and cell cycle progression.** The predicted target genes of miR-16, miR-93, miR-106b, and miR-124 were identified using Ingenuity® Systems (http://www.ingenuity.com). PTEN Signaling and Cell Cycle Regulation by BTG Family Proteins emerged as the top ranked canonical pathway regulated during satellite cell activation. The pathways and relative expression changes occurring during satellite cell activation are depicted. Note that the miRNAs have opposite expression profiles of their respective target mRNAs. Red indicates mRNAs downregulated and green indicates mRNAs upregulated with the intensity of red or green indicating increasing or decreasing fold change, respectively. The data compare mRNAs unique to wild type satellite cells isolated 12 h post-injury to satellite cells isolated from uninjured skeletal muscle.

## Discussion

The low cytoplasmic to nuclear ratio, low organelle number, and mitotic quiescence of resident satellite cells [12,13] lead to the speculation that metabolic activity in these cells is low. Indeed, quiescent satellite cells with high levels of Pax7 express reduced levels of mitochondrial genes [58]. Moreover, the delay to the first cell cycle division (Troy *et al*.)^a^ coupled with the dramatic increase in cell size and mobility [36,44] suggests that satellite cell activation and cell cycle entry would require transcriptional induction of a large cohort of genes similar to that observed in serum stimulated fibroblasts [59]. However, we and others have postulated that quiescent satellite cells are poised for activation awaiting a critical signaling event [8,14]. The data presented here further support this hypothesis and provide the first direct comparison of quiescent satellite cells with activated satellite cells and proliferating myoblasts derived from uninjured and injured skeletal muscle, respectively. The prior analyses performed compared freshly isolated satellite cells with satellite cells isolated from dystrophic mice [14] or cultured cells [14,34] and are expected to identify gene expression changes associated with a diseased environment or a culture environment, respectively. 

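Genes with large falls at 12 h had unlike values at 48 h in wild type cells. Grn was 12.58 ± 0.06 (SD, n = 2) in uninjured cells, 4.07 at 12 h and 13.18 at 48 h (log2 change 0.61, adjusted p = 0.682), and Vamp3, Atp5c1 and Uqcrb had 48 h changes of -0.09 (adjusted p = 0.917), 0.60 (adjusted p = 0.312) and 0.41 (adjusted p = 0.916). Fmod and Ogn fell at 48 h too, to 3.35 (adjusted p = 2.89e-06) and 2.50 (adjusted p = 9.19e-04). At 48 h limma called 5624 probe sets, 3209 lower and 2415 higher, and 3900 passed the study's threshold, 2975 of them lower. With WT uninjured replicate 3 included 419 were called, with the hybridization-control level as a covariate 807, and 2648 without WT uninjured replicate 1. The split was 2339 lower and 1094 higher after a further quantile normalization, and 2959 and 17179 after a shift by the 75th percentile, which moved the median change of all probe sets by 0.32. The larger side turned in some settings, to lower and higher calls of 168 and 251 with all 18 arrays, 3365 and 3370 with trend and robust, 3585 and 3753 with array weights by group, 2342 and 7167 with a plain test, 3242 and 4571 without moderation and 3252 and 3438 without WT 12 h replicate 2, and at the study's threshold to 2133 and 2435 after a shift by the 75th percentile and 780 and 932 with that covariate and all 18 arrays. Among the 6279 genes with a mean of at least 4, 894 fell and 325 rose at 48 h, with a median log2 change of -0.24. The call was lost over all 18 arrays for Ogn at 48 h (adjusted p = 0.189).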

Since the most significant reductions in gene expression occur within the first 12 h post-muscle injury, the metabolic and signaling events in a quiescent satellite cell are thus predicted to be divergent from those of a proliferating myoblast. Moreover, these data suggest that comparisons of freshly isolated satellite cells with proliferating myoblasts may not identify critical regulatory mechanisms involved in satellite cell activation [14,34].

Here, we used computational methods to initially identify that RNA post-transcriptional mechanisms are likely to maintain the quiescent satellite cell phenotype and to promote the conversion of the quiescent satellite cell to a transit-amplifying myoblast. Recent studies indicate that RNA post-transcriptional mechanisms, specifically alternative splicing, mRNA stability, and miRNA-mediated gene silencing, regulate stem cell pluripotency and progression through differentiation [17-20]. As satellite cells are an adult stem cell population, similar mechanisms may mediate the transition from quiescence to a population of proliferating myoblasts. We found that splicing factors may play roles in regulating the transition of satellite cells from quiescence to proliferating myoblasts. Consistent with these observations, the relative molar ratios of splicing factors guide alternative splicing [60] and these factors often function combinatorially to direct the expression of different mRNA splice variants [61]. Together with published data, our observations of dynamic splicing factor expression in satellite cells following muscle injury suggests that unique cohorts of mRNA species regulate the conversion of quiescent adult stem cells to the committed proliferating myoblast.

In addition to splicing factors, we found that mRNA binding proteins regulating mRNA stabilization and mRNA decay are preferentially upregulated in satellite cells following muscle injury. Indeed, the AU-rich element (ARE) binding protein HuR (Elavl1) is reported to stabilize MyoD and myogenin mRNA in skeletal muscle cell lines derived from satellite cells [62,63] potentially participating in satellite cell activation and commitment to myogenesis. Elavl1 is one of the most significantly upregulated RNA binding genes in satellite cells within 12 h of muscle injury (See Figure 5C; Additional file 8) and corresponds to MyoD expression. 

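Elavl1 was measured by a pair of probe sets. The one in Additional file 8 rose in wild type cells from 2.85 ± 0.10 (SD, n = 2) to 4.28 ± 0.28 (SD, n = 3), a log2 change of 1.42 (standard error 0.15, adjusted p = 3.22e-05). The other, the brighter one, had 5.13 ± 0.17 (SD, n = 2) and 5.02 ± 0.08 (SD, n = 3), a log2 change of -0.11 (standard error 0.48, adjusted p = 0.869), and did not pass the test, while after a further quantile normalization its change was 1.62 (adjusted p = 0.0267). Sdc4-/- cells had changes of 0.39 (adjusted p = 0.112) and -0.61 (adjusted p = 0.464), and the difference between genotypes was 1.03 (adjusted p = 0.00659) for the first and 0.50 (adjusted p = 0.638) for the second. Over all 18 arrays the change of the first was 1.12 for Elavl1 (adjusted p = 0.00406, replicate 3 at 3.75). The first stayed under a log2 value of 5 in every group mean, and its uninjured wild type mean of 2.85 lay near background, which limits what its rise can show. In the fit of 18 arrays the difference for Elavl1 (adjusted p = 0.257) did not pass.

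**Figure D4:**
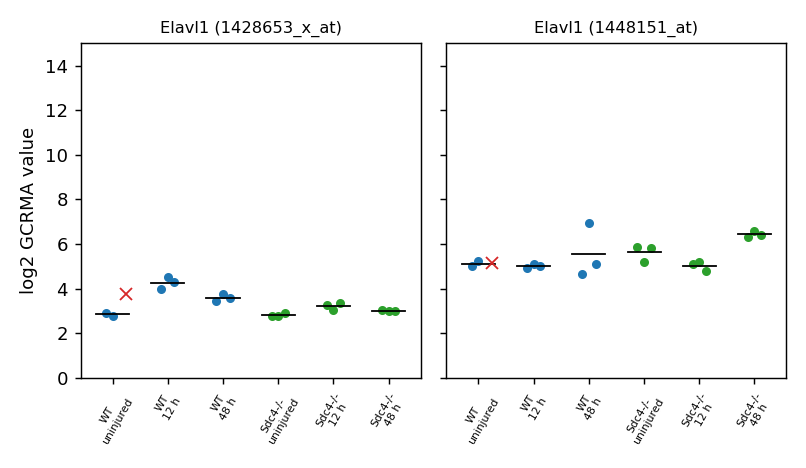
Log2 values of the Elavl1 probe sets per array by genotype and time, with group means over the arrays used and WT uninjured replicate 3 as a red cross. In wild type cells 1 probe set goes from a mean of 2.85 to 4.28 at 12 h and the other from 5.13 to 5.02.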

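Zfp36, which encodes the mRNA-destabilizing protein tristetraprolin, fell in wild type cells at 12 h from 9.17 ± 0.21 (SD, n = 2) to 5.09 ± 0.22 (SD, n = 3), a log2 change of -4.08 (standard error 0.21, adjusted p = 2.92e-07). Zfp36l1 fell from 11.03 ± 0.82 (SD, n = 2) to 8.45 ± 1.11 (SD, n = 3), a change of -2.58 (standard error 0.52, adjusted p = 0.00255). Zfp36l2 fell from 7.86 ± 0.24 (SD, n = 2) to 2.80 ± 0.52 (SD, n = 3), a change of -5.06 (standard error 0.85, adjusted p = 7.89e-04). At 48 h Zfp36 fell by 1.62 against uninjured wild type cells (adjusted p = 5.03e-04), and Zfp36l1 and Zfp36l2 had 10.03 (adjusted p = 0.238) and 5.26 (adjusted p = 0.0678). Sdc4-/- cells at 12 h had changes of 0.10 (adjusted p = 0.802), -0.27 (adjusted p = 0.787) and -1.80 (adjusted p = 0.214) for these genes. The difference between genotypes passed the test for Zfp36 (-4.18, adjusted p = 1.04e-05) and missed it for Zfp36l1 (-2.31, adjusted p = 0.0544) and Zfp36l2 (-3.26, adjusted p = 0.0913). Including the removed array gave -3.55 for Zfp36 (adjusted p = 4.42e-05, replicate 3 at 7.56), -2.53 for Zfp36l1 (adjusted p = 0.00335, replicate 3 at 10.87) and -4.95 for Zfp36l2 (adjusted p = 0.0011, replicate 3 at 7.54). With the removed uninjured array included, Zfp36 at 48 h (adjusted p = 0.18) no longer passed the test.

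**Figure D5:**
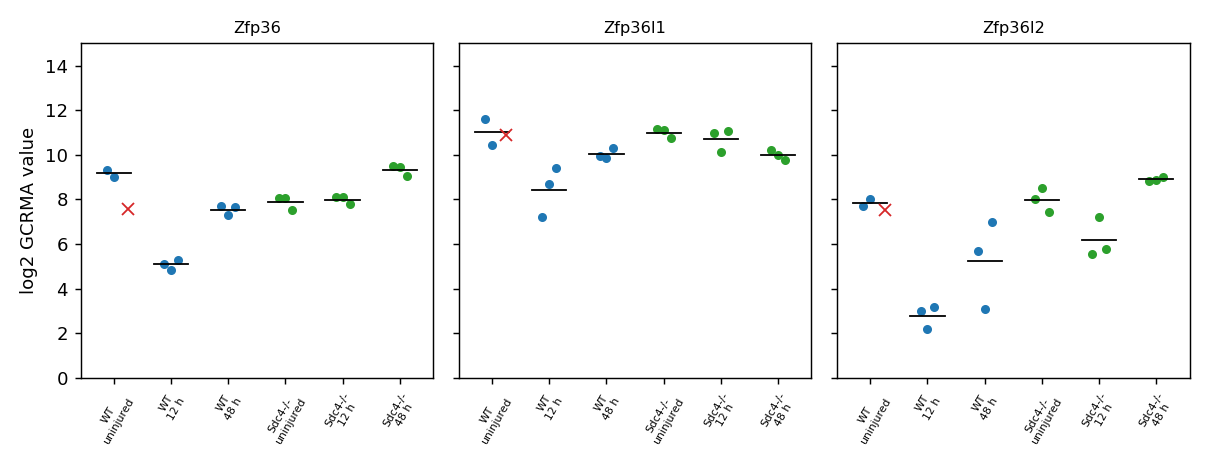
Log2 values of Zfp36, Zfp36l1 and Zfp36l2 per array by genotype and time, with the group means as lines and WT uninjured replicate 3 as a red cross. In wild type cells all of these have their lowest group mean at 12 h (5.09, 8.45 and 2.80).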

Interestingly, the ARE-binding proteins, tristetraprolin (Zfp36) and family members Zfp36l1 and Zfp36l2, decrease dramatically during the conversion from quiescence to activated satellite cells within the first 12 h post-muscle injury (See Figure 5D; Additional file 8). However, tristetraprolin and HuR have opposing functions as they counter-regulate expression of the same mRNAs [64,65] and may act as an agonist–antagonist pair for many genes that promote commitment to myogenesis. In agreement with these data, we have demonstrated that the Zfp36 family directly targets MyoD mRNA and functions to regulate satellite cell fate during satellite cell activation and self-renewal (Hausburg *et al*., Submitted).

A recent report identifies miR-489 as an important miRNA maintaining satellite cell quiescence [32] suggesting that miRNA-mediated gene silencing functions in the transition of a quiescent satellite cell to a proliferating myoblast. We identified a cohort of genes that significantly change expression in satellite cells within the first 48 h following muscle injury to computationally predict cognate miRNAs that may regulate these targets with two independent prediction algorithms. Six miRNAs not previously reported in skeletal muscle were selected for further analysis and all six were observed to be dynamically regulated in relative levels during induced muscle injury. Moreover, four of the six miRNAs were expressed in satellite cells (miR-16, miR-93, miR-106b, and miR-124), while two were likely present only in differentiated muscle (miR-107 and miR-200b). Comparing relative levels in muscle tissue and satellite cells revealed that miR-124 is likely only expressed in satellite cells, while miR-16, miR-93, and miR-106b are most likely expressed in satellite cells and in differentiated muscle fibers. Pathways predicted to be targeted by these miRNAs include cell cycle progression as well as PTEN signaling, which is involved in stem cell self-renewal [66] and muscle regeneration [67].

To directly test whether these four miRNAs regulate satellite cell behavior, we transfected inhibitors for each miRNA into myofiber-associated satellite cells shortly after isolation and examined the effects on satellite cell fate at 3 and 5 days post-myofiber isolation. Inhibition of two miRNAs, miR-106b and miR-124, increased the relative number of progenitor or ‘reserve’ satellite cells (Pax7+/MyoD-) relative to a control, suggesting that these miRNAs participate in the regulation of satellite cell fate and satellite cell self-renewal. In contrast, miR-16 enhanced the relative numbers of Pax7+ cells but did not appear to alter the percentage of Pax7+/MyoD + myoblasts or Pax7+/MyoD- ‘reserve’ cells relative to a scrambled control. Of the four miRNAs tested, the loss of miR-93 elicited no detectable changes in the numbers of ‘reserve’ Pax7+/MyoD- satellite cells and Pax7+/MyoD + satellite cells suggesting functions in cellular processes other than cell fate determination.

## Conclusions

We believe that RNA post-transcriptional regulation plays a critical role in the transition of a quiescent satellite cell to a transit-amplifying myoblast. At each time point we examined, including quiescent satellite cells (freshly isolated in the presence of a p38α/β MAPK inhibitor), activated satellite cells (12 h post-muscle injury), and proliferating myoblasts (48 h post-muscle injury), we found extensive changes in genes involved in post-transcriptional RNA regulation, including mRNA splicing, mRNA stability, and miRNA-mediated gene silencing. We conclude that satellite cell quiescence is actively maintained via combinatorial contributions primarily mediated through post transcriptional mRNA regulation and identified four miRNAs that likely play a role in the conversion of quiescent satellite cells to proliferating myoblasts.

## Endnotes

Following submission of our manuscript, the following was published demonstrating post-transcriptional regulation of myf-5 during satellite cells activation. Crist CG, Montarras D, Buckingham M (2012) Muscle Satellite Cells Are Primed for Myogenesis but Maintain Quiescence with Sequestration of Myf5 mRNA Targeted by microRNA-31 in mRNP Granules. Cell Stem Cell 11: 118-126.

## Abbreviations

ARE: AU-rich element; GO: gene ontology; PI: post injury; TA: tibialis anterior; UI: uninjured; WT: wild type.

## Competing interests

The authors do not have any competing interests.

## Authors’ contributions

NHF carried out bioinformatic analyses of the microarray data, designed and carried out the miRNA studies, and drafted the manuscript. MH carried out qRT-PCR for mRNA expression and many of the bioinformatic analyses of the microarray data. NDB carried out qRT-PCR for miRNA expression. CP carried out qRT-PCR for mRNA expression. DS carried out miRNA prediction. DDWC carried out satellite cell isolation and hybridization for the microarray. BBO conceived of the study, participated in its design and coordination, and helped to draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **CEL files of wild type satellite cells isolated from uninjured muscle.** Raw expression data for three replicates of satellite cells isolated from wild type uninjured TA muscles. *. CEL files can be opened with any microarray analysis software including the Affymetrix Expression Console Software (http://www.affymetrix.com/estore/browse/level_seven_software_products_only.jsp?productId=131414&categoryId=35623&productName=Affymetrix-Expression-Console-Software#1_1). Clidk here for file

Additional file 2 **CEL files of wild type satellite cells isolated 12 h post-injury.** Raw expression data for three replicates of satellite cells isolated from wild type TA muscles 12 h post-injury. *. CEL files can be opened with any microarray analysis software including the Affymetrix Expression Console Software (http://www.affymetrix.com/estore/browse/level_seven_software_products_only.jsp?productId=131414&categoryId=35623&productName=Affymetrix-Expression-Console-Software#1_1). Clidk here for file

Additional file 3 **CEL files of wild type satellite cells isolated 48 h post-injury.** Raw expression data for three replicates of satellite cells isolated from wild type TA muscles 12 h post-injury. *. CEL files can be opened with any microarray analysis software including the Affymetrix Expression Console Software (http://www.affymetrix.com/estore/browse/level_seven_software_products_only.jsp?productId=131414&categoryId=35623&productName=Affymetrix-Expression-Console-Software#1_1). Clidk here for file

Additional file 4 **CEL files of syndecan-4**^**−/− **^**satellite cells isolated from uninjured muscle.** Raw expression data for three replicates of satellite cells isolated from syndecan-4^−/−^ uninjured TA muscles. *. CEL files can be opened with any microarray analysis software including the Affymetrix Expression Console Software (http://www.affymetrix.com/estore/browse/level_seven_software_products_only.jsp?productId=131414&categoryId=35623&productName=Affymetrix-Expression-Console-Software#1_1). Clidk here for file

Additional file 5 **CEL files of syndecan-4**^**−/− **^**satellite cells isolated 12 h post-injury.** Raw expression data for three replicates of satellite cells isolated from syndecan-4^−/−^ TA muscles 12 h post-injury. *. CEL files can be opened with any microarray analysis software including the Affymetrix Expression Console Software (http://www.affymetrix.com/estore/browse/level_seven_software_products_only.jsp?productId=131414&categoryId=35623&productName=Affymetrix-Expression-Console-Software#1_1). Clidk here for file

Additional file 6 **CEL files of syndecan-4**^**−/− **^**satellite cells isolated 48 h post-injury.** Raw expression data for three replicates of satellite cells isolated from syndecan-4^−/−^ TA muscles 12 h post-injury. *. CEL files can be opened with any microarray analysis software including the Affymetrix Expression Console Software (http://www.affymetrix.com/estore/browse/level_seven_software_products_only.jsp?productId=131414&categoryId=35623&productName=Affymetrix-Expression-Console-Software#1_1). Clidk here for file

Additional file 7 Satellite cell activation gene expression profile. Excel spreadsheet (*.xlsx) with columns for probe set ID, log_**2 **_**expression data, ANOVA *P *value, fold change, and gene ID for unique genes that significantly change (ANOVA *P * ≤ 0.01, ≥ two-fold change) in WT and not in Sdc4**^**−/− **^**satellite cells 12 h after BaCl**_**2 **_**-induced injury.** The ANOVA *P* value and fold change was calculated for changes occurring in the first 12 h post-muscle injury according to genotype. Clidk here for file

Additional file 8 **Molecular Function: RNA Binding genes regulated during satellite cell activation.** Excel spreadsheet (*.xlsx) of RNA binding proteins from Additional file 7 with gene identifiers of Probe set ID, representative gene symbol, and entrez gene ID. The relative expression data for genes that significantly change (ANOVA *P* ≤ 0.01, ≥ two-fold change) in wild type and in Sdc4^−/−^ satellite cells isolated from uninjured TA muscle or from the TA 12 h post-muscle injury is represented as a log_2_. Clidk here for file

How the deposited data were processed for this re-analysis (not part of the article)

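Satellite cells were sorted by FACS for syndecan-3 from uninjured muscle and from muscle at 12 h and 48 h post-injury. They came from wild type (B6D2F1/J) and Sdc4-/- (C57BL/6) mice and were profiled on Affymetrix mouse genome arrays, 3 per group and 18 in all. The authors amplified the RNA by T7 linear amplification, read spot intensities with the GeneChip Operating System and normalized them by GCRMA, and the log2 values used here are those GCRMA values as deposited by the authors. The versions of these programs are not stated. The values hold 45101 probe sets, were not centred by gene and were not normalized again except in the alternatives named below. No detection calls come with them, so that values near the background of the arrays, at log2 values of about 2 to 3, have no reliable order.

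The authors left out 1 wild type uninjured replicate, which the paper reports as clustering with the wild type 12 h arrays. It was taken to be replicate 3, since the paper's text gives no number and Figure 1E shows replicates 1 and 2. The other 17 arrays were fitted here, with all 18 as an alternative. Samples were grouped by genotype and time, and 12 h and 48 h were each compared with uninjured cells within a genotype. The difference between genotypes in the 12 h change, given as wild type minus Sdc4-/-, was tested as a contrast of its own. All comparisons used 1 limma fit of the 6 groups (limma 3.58.1 in R 4.3.3, lmFit and eBayes), with 11 residual degrees of freedom, a prior of 1.2 and Benjamini-Hochberg adjustment over all probe sets. A probe set is called at an adjusted p under 0.05. The study's threshold, at least 2-fold and an ANOVA p of 0.01 or less, was counted beside it with the unadjusted p of each fit. The paper's Methods name a false discovery rate and a Bonferroni adjustment for its ANOVA. Whether its p of 0.01 is adjusted is not stated. Wild type-only probe sets pass that threshold in wild type and not in Sdc4-/- cells. The number of arrays limits the precision, and p-values measure the spread between samples.

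Of the probe sets 34958 have 1 gene symbol, 932 have several and 9211 have none, from the annotation of the array, and no symbol was updated. For gene lists each of 18194 symbols was represented by the probe set with the highest mean. The 34 lists, with 869 genes of which 774 were matched, were fixed before the data were examined, as were the comparisons, the alternatives and the rule for named genes, except where the text says otherwise. Lists were tested by camera with a preset correlation of 0.01 and again with an estimated correlation. Arrays were clustered by average linkage on Euclidean distances over all probe sets.

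Genes are named by a rule: for each comparison with uninjured cells the 10 largest rises and 10 largest falls among called genes whose arrays do not overlap, every gene the study names in its text or in Tables 4, 5 and 6, and from each list up to 4 called members with the smallest adjusted p at 12 h in wild type cells, or the 2 with the highest mean where none is called. Sdc4 and the control probe sets for RNA quality are always given. The values in Table 6 and in Additional files 7 and 8 had been seen when the rule was written. Where the study gives a probe set it is used.

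The alternatives were all 18 arrays, only the groups compared, eBayes with trend and robust, array weights by group, a further quantile normalization, a shift of each array by its 75th percentile, only probe sets with a mean log2 value of at least 4, a plain test of the compared groups, an analysis of all groups without moderation, replicate number as a block, and each array left out in turn, where a lone uninjured wild type array is assumed to vary like the other groups. For a list, settings are given where the call or the sign differs, or where the median moved by over 1.5 times and either the list is called or a median reaches 0.5. For lists they also held the mean of all probe sets of a gene, and for clustering 1 - Pearson correlation and the 5000 most variable probe sets. Chosen after seeing the data were the mean of 13 hybridization-control probe sets as a covariate, counts of gene symbols, a variance trend in camera, the settings of lists in the comparisons other than wild type cells at 12 h, and counts over genes with a mean of at least 4. A count is treated as unmoved within 1.5 times its value, a share or ratio within 1 SD of its values with each array left out in turn, and a named gene as turned round only where its sign differs and it is called in one of the fits. In simulated data with 200 changed probe sets, this fit recovered 35 of 100 changes of 1 and 79 of 100 changes of 3 on the log2 scale, with 11 false calls. The wild type 12 h comparison called 16921 probe sets, far more than were changed there, so these rates need not hold for it. No test was made on the tables of Additional files 7 and 8 as sets, because they are held only in part. Quantitative PCR, RNase protection and miRNA inhibitor experiments have no array values and are not analysed here. The results of 1 list and of 1 gene that the rule names are not reported.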

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

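The tests of less labelled RNA and of the spread of fallen probe sets above the floor were chosen after the result was seen, and the other tests before.

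The test of the difference between genotypes in the 12 h change was passed by 5002 probe sets, 3029 with a higher and 1973 with a lower change in wild type cells, which stands out as a difference between groups. Of these, 87 were called in both genotypes in opposite directions, with Il6, Csf1, Egr3 and Btg1 lower in wild type and higher in Sdc4-/- cells. At the study's threshold the split of the difference was the other way, with 1436 probe sets higher and 2104 lower. With WT uninjured replicate 3 the test was passed by 592 probe sets, without WT uninjured replicate 1 by 3098 and with the hybridization-control level as a covariate by 266. The larger side turned in some settings, to lower and higher calls of 357 and 235 with all 18 arrays, 2055 and 1242 after a shift by the 75th percentile, 1336 and 179 among probe sets with a mean of at least 4, 2027 and 1733 without WT uninjured replicate 2, 247 and 19 with the hybridization-control level as a covariate and 236 and 132 with that covariate and all 18 arrays.

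The paper does not report on the hybridization controls, whose mean was 13.91 on the wild type 12 h arrays and 12.75 on WT uninjured replicate 3, above every other group mean.

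On the wild type 12 h arrays 6420 probe sets fell, with a median log2 change of -2.40, and in WT uninjured replicate 3 the same probe sets had a median of -1.68 against the other uninjured arrays. A candidate explanation is less labelled sample RNA on these arrays. Over the 12 arrays of the other groups, deviations of the fallen probe sets from their group were compared with those of the hybridization controls. They had r = -0.25 (permutation p = 0.532) and rho = -0.385 (permutation p = 0.298), with r = -0.328 without the arrays farthest out. Among the wild type arrays used the control level goes with the group, so that less labelled RNA cannot be told apart from a change in the cells. WT uninjured replicate 3 breaks this link, with controls at 12.75 and the fallen probe sets lower without injury, which goes with less labelled RNA. It is 1 array, which the paper takes as showing myogenic commitment. The paper left it out for clustering with the wild type 12 h arrays, and the fallen probe sets were chosen as higher in replicates 1 and 2. Its lower values may partly restate these choices, so it does not decide. Its Gapdh 3' minus 5' difference, a sign of RNA quality, was 6.36, against at most 3.9 on the used arrays outside the wild type 12 h group. Less labelled and degraded RNA are therefore not told apart on this array. Transcripts lost at random in single arrays would widen the spread, and over all fallen probe sets the SD on the wild type 12 h arrays was 0.651 times that on the Sdc4-/- 12 h arrays, but this decides nothing and the bound set for it was wrong, since 89.4% of them lay under 5 at 12 h, where the floor narrows the spread. Over the 679 fallen probe sets at 5 or above the ratio was 2.24, but it was 2.27 over the 2414 probe sets at that level that did not fall, so that it decides nothing either. A change of the cells within 12 h of injury, the biological explanation the design gives, stays open beside these. A change in the mix of sorted cells was not tested, and markers of endothelial cells and fibroblasts fell too. The paper's qPCR of Table 5 genes gives falls for most that fell on its arrays and rises for Matr3 and Sfrs3.

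Of the wild type-only probe sets 41% passed the test of the difference, so that for the others a threshold passed in one genotype and narrowly missed in the other may account for the count. For the 2445 that passed, a different response of Sdc4-/- cells, the strain of the mice and the unequal control levels stay open. The sorts also differed before injury in markers of other cells. Macrophage markers had a median of 6.70 in uninjured wild type and 10.29 in uninjured Sdc4-/- cells, and neutrophil markers 4.50 and 6.79. Endothelial (7.27 and 5.90) and fibroblast markers (7.39 and 5.54) went the other way. Whether unequal RNA of such cells enters the difference was not tested.

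The paper lists the genes of Table 6 as changed in wild type and not in Sdc4-/- cells, and for H2-Ea a strain difference was tested: its highest value on the Sdc4-/- arrays was 3.15, near background, against 7.25 in uninjured wild type cells, in line with an allele that C57BL/6 mice lack. This rests on 1 gene. For the other genes of Table 6 the syndecan-4 deletion and the strain were not tested apart.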

How the results depend on the processing

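The covariate of the hybridization-control level was chosen after the results were seen, and all other settings here before.

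Over the arrays used the values were wild type 12 h calls 16921, Sdc4-/- 12 h calls 2890, wild type 48 h calls 5624, Sdc4-/- 48 h calls 2026, calls of the difference 5002, wild type 12 h probe sets at the study's threshold 7695, Sdc4-/- 12 h probe sets at that threshold 3357, wild type-only probe sets 5967, the share that fell 56.8%, the fold ratio 3.42, the share of rises over 4-fold 11.6%, the share of falls over 4-fold 71.4%, the share of falls over 64-fold 2%, Sdc4-/- arrays in the branch of the uninjured wild type arrays 3 and lists called by camera 20. With all 18 arrays the values were wild type 12 h calls 8753, Sdc4-/- 12 h calls 1918, wild type 48 h calls 419, calls of the difference 592, wild type 12 h probe sets at the study's threshold 4184, wild type-only probe sets 3285, the fold ratio 4.2 and the share of falls over 4-fold 76.2%. With only the groups compared in the fit the values were wild type 12 h calls 8138, Sdc4-/- 12 h calls 1763, calls of the difference 3194, the share that fell 70.4%, the fold ratio 2.69 and the share of falls over 4-fold 64.2%. After a further quantile normalization the values were wild type 12 h calls 10304, wild type 48 h calls 3433, Sdc4-/- 48 h calls 1204, calls of the difference 3309, the share that fell 46.2%, the fold ratio 1.83, the share of rises over 4-fold 44.3%, the share of falls over 4-fold 63.4% and lists called by camera 11. Among probe sets with a mean log2 value of at least 4 the values were wild type 12 h calls 4745, wild type 48 h calls 2129, Sdc4-/- 48 h calls 1229, calls of the difference 1515, wild type 12 h probe sets at the study's threshold 4053, Sdc4-/- 12 h probe sets at that threshold 2135, wild type-only probe sets 2757, the share that fell 90.5%, the fold ratio 1.4, the share of rises over 4-fold 53%, the share of falls over 4-fold 87.4%, the share of falls over 64-fold 2.73% and lists called by camera 5. With a plain test of the compared groups the values were wild type 12 h calls 9091, wild type 48 h calls 9509, Sdc4-/- 48 h calls 476, wild type 12 h probe sets at the study's threshold 3849, Sdc4-/- 12 h probe sets at that threshold 2037, wild type-only probe sets 3225, the share that fell 74%, the fold ratio 2.5 and the share of falls over 4-fold 68.1%. With the hybridization-control level as a covariate the values were wild type 12 h calls 349, wild type 48 h calls 807, calls of the difference 266, wild type 12 h probe sets at the study's threshold 2005, wild type-only probe sets 1401, the share that fell 79.6%, the fold ratio 4.87, the share of rises over 4-fold 33.2%, the share of falls over 4-fold 84.6% and the share of falls over 64-fold 25%. With that covariate and all 18 arrays the values were wild type 12 h calls 726, wild type 48 h calls 798, calls of the difference 368, wild type 12 h probe sets at the study's threshold 1512, wild type-only probe sets 1141, the share that fell 87.1%, the fold ratio 6.12, the share of rises over 4-fold 19.1%, the share of falls over 4-fold 56.5% and the share of falls over 64-fold 5.03%. After a shift of each array by its 75th percentile the values were Sdc4-/- 12 h calls 20730, wild type 48 h calls 20138, calls of the difference 3297, the share that fell 43.5% and the share of falls over 4-fold 72.8%. With array weights by group the values were the share that fell 50.8%, the fold ratio 3.97 and the share of falls over 4-fold 79%. Without moderation of the spread over the 6 groups 1 value moved, the share of falls over 4-fold 73.9%. With an estimated correlation 1 value moved, lists called by camera 3. Beside these, the higher and lower calls after a further quantile normalization were 708 and 1293 in Sdc4-/- cells at 12 h and 1660 and 1649 for the difference, and after the shift 1493 and 886 in Sdc4-/- cells at 48 h and 1242 and 2055 for the difference, where the shift moved the median change by 0.14 and -0.13. The causes were not tested, except that the filter leaves fewer probe sets and the fit of the compared groups fewer arrays. Leaving out 1 array of the groups compared at a time gave 10168 to 17304 for wild type 12 h calls, 2014 to 2938 for Sdc4-/- 12 h calls, 2648 to 5253 for wild type 48 h calls, 1406 to 2009 for Sdc4-/- 48 h calls, 3098 to 6946 for calls of the difference, 5470 to 8041 for wild type 12 h probe sets at the study's threshold, 2722 to 3273 for Sdc4-/- 12 h probe sets at that threshold, 4086 to 6326 for wild type-only probe sets, 50.4 to 62.5% for the share that fell, 3.06 to 4.54 for the fold ratio, 11.8 to 18% for the share of rises over 4-fold, 71.3 to 75.2% for the share of falls over 4-fold, 1.81 to 3.76% for the share of falls over 64-fold, 0 to 6 for Sdc4-/- arrays in the branch of the uninjured wild type arrays and 18 to 20 for lists called by camera. Arrays of the other groups enter through the shared spread, and leaving out 1 of these reached beyond these ranges with 3032 for Sdc4-/- 12 h calls (without WT 12 h replicate 2), 6690 for wild type 48 h calls (without WT 12 h replicate 2), 2161 for Sdc4-/- 48 h calls (without Sdc4-/- 12 h replicate 3), 3481 for Sdc4-/- 12 h probe sets at that threshold (without WT 48 h replicate 2), 11.6% for the share of rises over 4-fold (without WT 48 h replicate 2) and 70.6% for the share of falls over 4-fold (without WT 48 h replicate 2). Over 1.5 times apart from the value with all arrays used were wild type 12 h calls (10168 without WT uninjured replicate 1, 11037 without WT uninjured replicate 2), wild type 48 h calls (2648 without WT uninjured replicate 1), calls of the difference (3098 without WT uninjured replicate 1), the share of rises over 4-fold (18% without WT 12 h replicate 2) and the share of falls over 64-fold (3.64% without WT uninjured replicate 2, 3.76% without WT 12 h replicate 1), and the number of Sdc4-/- arrays in that branch moved without either uninjured wild type array and without WT 48 h replicate 1 (without a Sdc4-/- uninjured array it was 2, the 2 left of 3). With the filter, 4 of the 5 lists called pointed to higher values.

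Signs turned for Csf1 1.02, Dus2 -5.73 and Gm13238 -1.42 with the covariate, and for Bpifb1 -0.071, Camk1d -0.68, Ccnd1 0.47, Col1a2 0.99, Egr3 0.93, Gm13238 -1.24, Ltf 0.19, Myog -0.96, Ngp 0.12, Ogn 0.49, Pax7 0.033, Pfkp 0.49, Pou4f1 -1.34, Saa3 -0.13, Tek 0.41, Tsks -0.58 and Vwf 0.25 with the covariate over all 18 arrays. Myog had -0.085 over all 18 arrays, and the brighter Elavl1 probe set had 1.62 after a further quantile normalization, and the causes were not tested. Of 199 changes of named genes, called or not, 54 had the same outcome in every setting that was run for them. Of the 157 called, and apart from turned signs, calls ended for 108 with the hybridization-control level as a covariate, for 91 with that covariate and all 18 arrays, for 57 with a plain test, for 43 with all 18 arrays, for 41 with only the groups compared, for 15 after a further quantile normalization, for 4 with array weights by group, for 2 without moderation, for 2 with a replicate block and for 1 with trend and robust. Beside the genes in the text, lost calls are given for all 18 arrays and for single arrays left out, and for the other settings only in part. The replicate numbers do not pair the samples, since 2 of 40 pairs of equal number had a correlation of residuals over 0.1 (from -0.13 to 0.17), and the fit with a replicate block moved no count by over 1.5 times. The plain test and the fit without moderation have no form in camera and were not run for the lists. Values near background limit what rises under a log2 value of 5 can show.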

Differences from the paper's values

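Counting gene symbols in place of probe sets and the covariate of the hybridization-control level were chosen after the values were seen, and the other settings before the data were examined.

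In Sdc4-/- cells at 12 h, 3357 probe sets passed the study's threshold, against the paper's 2236 genes. The counts here use unadjusted p-values, while the paper's Methods name an adjustment of its ANOVA. Within 1.5 times the paper's value were 2851 with all 18 arrays, 2816 with only the groups compared, 3322 with trend and robust, 3334 with array weights by group, 2522 after a further quantile normalization, 2135 among probe sets with a mean of at least 4, 2037 with a plain test, 3006 without moderation and 3260 with a replicate block. So were the counts without 1 array at a time, except 3378 without WT 12 h replicate 1, 3386 without WT 12 h replicate 2 and 3481 without WT 48 h replicate 2, and the count after a shift by the 75th percentile, 3364, was outside. Counted as distinct gene symbols, a unit chosen after the values were seen, the number was 2521, and in wild type cells it was 5171 symbols against 7695 probe sets and the paper's 5162, of which 4092 symbols against 5967 probe sets and the paper's 4093 were wild type-only. The change of unit leaves out 430 of these probe sets in Sdc4-/- cells and 1204 in wild type cells, which have no symbol or several, and the paper's own list is held only in part, so the items of that list it drops were not counted.

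The paper's Fig. 1E places the Sdc4-/- samples of every time with the uninjured wild type samples. In the tree of the arrays used, 3 of the 9 Sdc4-/- arrays shared the branch of the uninjured wild type arrays, 6 without WT uninjured replicate 1 or WT 48 h replicate 1 and 0 without WT uninjured replicate 2.

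The paper places Dicer and the Argonautes outside its cohort, the genes that pass its threshold in wild type and not in Sdc4-/- cells. At that threshold Dicer1 was wild type-only here (-2.04 (adjusted p = 0.0114) in wild type and -0.83 (adjusted p = 0.368) in Sdc4-/- cells), though the test of the difference between genotypes was not passed (-1.22, adjusted p = 0.3), and it was not called with only the groups compared (adjusted p = 0.0866), after a further quantile normalization (0.247), with a plain test (0.127), with the covariate (0.521, and 0.296 over all 18 arrays) or without WT uninjured replicate 1 (0.127). Ago1 passed the threshold in both genotypes (-2.47 and -2.58) and so lay outside the cohort, as in the paper.

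Table 5 gives a rise of Cdk2 on the arrays, and Cdk2 had a log2 change of -0.51 (adjusted p = 0.148). It gives a rise of Elavl1, which the probe set of Additional file 8 shares (1.42), while the brighter probe set had -0.11 (adjusted p = 0.869) and rose by 1.62 after a further quantile normalization.

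The paper's Discussion states that regulators of mRNA stabilization and decay preferentially rise, while its abstract names mRNA stability genes. The paper's classes come from the top quartile of its RNA binding genes, and it also reports falls of the Zfp36 family. Over the whole lists used here, 18 decay and destabilizing factors fell and 3 rose, and 4 stabilizing factors fell and 6 rose. These lists and their threshold are not those of the paper, so the counts do not test its statement directly.

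For the cell cycle genes of its cohort (Fig. 2D), where Rb is drawn, the paper states no significant change in Sdc4-/- cells. Rb1 fell there by 2.20 (adjusted p = 0.0328) with the probe set of the highest mean, and passed the study's threshold in both genotypes. It was not called there with all 18 arrays (adjusted p = 0.0657), only the groups compared (0.129), a further quantile normalization (0.259), a plain test (0.123) or the covariate (0.0585, and 0.1 over all 18 arrays), without any 1 of the Sdc4-/- uninjured arrays, or without Sdc4-/- 12 h replicate 1 or 2 (adjusted p = 0.053 to 0.13).

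The note of Table 6 gives its folds for 12 h. Its values differed from the 48 h changes by a median of 0.0262 on the log2 scale and from the 12 h changes by 0.157. The paper selects these genes by a high p in Sdc4-/- cells, and there 27 of the 47 had an unadjusted p over 0.9 at 48 h, while limma called 0 of them and 0 had an unadjusted p under 0.05.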

Other observations

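The tests on other splits of the arrays were chosen after the result was seen.

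In wild type cells at 48 h, the scavenger receptor gene Msr1 rose by 6.69 (adjusted p = 1.01e-04) and the chemokine gene Cxcl3 by 7.64, and in Sdc4-/- cells Msr1 rose by 4.08. Of the 22 measured monocyte and macrophage markers, 1 fell and 7 rose in limma (1 and 15 when adjusted over the list alone). Monocyte and macrophage markers at 48 h had a median log2 change of 3.08 (camera, adjusted p = 3.57e-06, and 0.326 with an estimated correlation). The median was 1.54 without WT uninjured replicate 1 (adjusted p = 0.00529) and 4.68 without WT uninjured replicate 2 (adjusted p = 1.19e-12). Of genes of vessels and connective tissue, the water channel Aqp1 (-7.54), the stem cell factor gene Kitl (-7.15) and the apelin receptor Aplnr (-7.27) fell. Of the 15 measured endothelial markers, 9 fell and 0 rose in limma (11 and 0 when adjusted over the list alone, 12 and 0 at an unadjusted p under 0.05). Of the 14 measured fibroblast markers, 7 fell and 0 rose in limma (7 and 0 when adjusted over the list alone, 9 and 0 at an unadjusted p under 0.05). Of the 11 measured smooth muscle and pericyte markers, 6 fell and 0 rose in limma (9 and 0 when adjusted over the list alone, 9 and 0 at an unadjusted p under 0.05). Of the 25 measured satellite cell markers, 13 fell and 2 rose in limma (13 and 2 when adjusted over the list alone). The removed array, when fitted, ended the call of Cxcl3 at 48 h (adjusted p = 0.0605), Aqp1 at 48 h (adjusted p = 0.294), Kitl at 48 h (adjusted p = 0.244) and Aplnr at 48 h (adjusted p = 0.189). Some of these calls ended without WT uninjured replicate 1 for Cxcl3 at 48 h (adjusted p = 0.151), Aqp1 at 48 h (adjusted p = 0.0731) and Kitl at 48 h (adjusted p = 0.115).

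In Sdc4-/- cells at 48 h limma called 2026 probe sets, 1043 lower and 983 higher. The larger side turned in some settings, to lower and higher calls of 701 and 758 with all 18 arrays, 747 and 1153 with only the groups compared, 886 and 1493 after a shift by the 75th percentile, 485 and 744 among probe sets with a mean of at least 4, 199 and 277 with a plain test, 1005 and 1028 without WT 48 h replicate 1, 1017 and 1101 without WT 48 h replicate 2, 743 and 903 without Sdc4-/- 48 h replicate 1 and 794 and 797 without Sdc4-/- 48 h replicate 2. The glycoprotein gene Gpnmb rose by 4.93 (adjusted p = 5.88e-06) and the cytokine gene Il10 by 4.98, and the macrophage gene Retnla fell by 6.72. Of the 27 measured proteasome genes, 0 fell and 8 rose in limma (0 and 16 when adjusted over the list alone, 0 and 16 at an unadjusted p under 0.05). Proteasome genes in Sdc4-/- cells had a median log2 change of 1.55 (camera, adjusted p = 1.1e-10). Of 24 immediate early genes in the comparison of genotypes, 8 had a lower and 0 a higher change in wild type than in Sdc4-/- cells in limma (12 and 1 when adjusted over the list alone, 14 and 1 at an unadjusted p under 0.05).

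At 12 h in wild type cells, the neutrophil granule genes Ngp and Ltf changed by -3.54 (adjusted p = 0.00259) and -1.90 (adjusted p = 0.0205), the interferon-stimulated genes Ifit1 and Rtp4 by -6.05 and -5.54, and Bnip3 and Pfkp of the list of glycolysis and hypoxia by -4.26 and -3.25. Of the 17 measured neutrophil markers, 2 fell and 0 rose in limma (2 and 0 when adjusted over the list alone, 2 and 0 at an unadjusted p under 0.05). Neutrophil markers had a median log2 change of 0.55 (camera, adjusted p = 0.941, with the test pointing to lower values) and of 0.77 over all 18 arrays (adjusted p = 0.765). This median was 1.30 after a further quantile normalization (adjusted p = 0.451), 0.33 with the mean of all probe sets of a gene (adjusted p = 0.822), 0.25 without WT uninjured replicate 1 (adjusted p = 0.624), -0.10 without WT 12 h replicate 1 (adjusted p = 0.432), 1.10 without WT 12 h replicate 2 (adjusted p = 0.354), 0.15 without WT 12 h replicate 3 (adjusted p = 0.807) and 0.81 over the 13 members with a mean of at least 4 (adjusted p = 0.0162), a test that sets them higher than genes of such a mean as a whole, whose median was -1.56. Of the 14 measured interferon-stimulated genes, 5 fell and 1 rose in limma (5 and 1 when adjusted over the list alone). Interferon-stimulated genes had a median log2 change of -1.03 (camera, adjusted p = 0.0167, and 0.306 with an estimated correlation) and of -0.76 over all 18 arrays (adjusted p = 0.00981). It came to -0.87 after a further quantile normalization (adjusted p = 0.0661), -2.33 over the 9 members with a mean of at least 4 (adjusted p = 0.912) and -0.88 without WT 12 h replicate 3 (adjusted p = 0.0504). Of the 19 measured genes of glycolysis and hypoxia, 6 fell and 0 rose in limma (6 and 0 when adjusted over the list alone, 7 and 0 at an unadjusted p under 0.05). Genes of glycolysis and hypoxia had a median log2 change of -0.89 (camera, adjusted p = 0.019, and 0.336 with an estimated correlation) and of -0.64 over all 18 arrays (adjusted p = 0.0205). The value was -0.56 after a further quantile normalization (adjusted p = 0.417), -0.92 over the 18 members with a mean of at least 4 (adjusted p = 0.888), -1.51 without WT 12 h replicate 1 (adjusted p = 0.0043) and -0.44 without WT 12 h replicate 2 (adjusted p = 0.409). Of the 18 measured cytokines and chemokines, 2 fell and 1 rose in limma (2 and 1 when adjusted over the list alone). Cytokines and chemokines had a median log2 change of 0.22 (camera, adjusted p = 0.871) and of 0.14 over all 18 arrays (adjusted p = 0.765). Its value was 1.08 after a further quantile normalization (adjusted p = 0.417), 0.62 without WT uninjured replicate 2 (adjusted p = 0.39), 0.65 without WT 12 h replicate 2 (adjusted p = 0.263) and 0.097 over the 15 members with a mean of at least 4 (adjusted p = 0.0162), a test that sets them higher than genes of such a mean as a whole, whose median was -1.56. Of the 11 measured lymphocyte markers, 0 fell and 3 rose in limma (0 and 3 when adjusted over the list alone, 0 and 3 at an unadjusted p under 0.05). Lymphocyte markers had a median log2 change of 0.096 (camera, adjusted p = 0.213) and of 0.057 over all 18 arrays (adjusted p = 0.366). The median was -0.055 after a further quantile normalization (adjusted p = 0.451), -0.067 without WT uninjured replicate 1 (adjusted p = 0.477) and 0.97 over the 2 members with a mean of at least 4 (adjusted p = 0.0377), a test that sets them higher than genes of such a mean as a whole, whose median was -1.56. Of the 9 measured Schwann cell markers, 2 fell and 0 rose in limma (1 and 0 when adjusted over the list alone, 3 and 0 at an unadjusted p under 0.05). Schwann cell markers had a median log2 change of -0.33 (camera, adjusted p = 0.268) and of -0.24 over all 18 arrays (adjusted p = 0.303). This median was -0.60 over the 3 members with a mean of at least 4 (adjusted p = 0.9), 0.012 with the mean of all probe sets of a gene (adjusted p = 0.613) and -0.54 without WT uninjured replicate 1 (adjusted p = 0.262). Of the 4 measured erythroid markers, 0 fell and 1 rose in limma (0 and 1 when adjusted over the list alone, 0 and 3 at an unadjusted p under 0.05). Erythroid markers had a median log2 change of 0.70 (camera, adjusted p = 0.139) and of 0.61 over all 18 arrays (adjusted p = 0.117). It came to 0.37 with the mean of all probe sets of a gene (adjusted p = 0.25). Of the 20 measured myofibre markers, 0 fell and 2 rose in limma (0 and 0 when adjusted over the list alone, 0 and 2 at an unadjusted p under 0.05). Myofibre markers had a median log2 change of 0.04 (camera, adjusted p = 0.701) and of 0.22 over all 18 arrays (adjusted p = 0.57). The value was 0.59 after a further quantile normalization (adjusted p = 0.37), -0.28 without WT uninjured replicate 1 (adjusted p = 0.555) and -0.10 over the 11 members with a mean of at least 4 (adjusted p = 0.0162), a test that sets them higher than genes of such a mean as a whole, whose median was -1.56. Of the 10 measured genes known to differ between the strains, 5 fell and 0 rose in limma (6 and 0 when adjusted over the list alone, 6 and 0 at an unadjusted p under 0.05). Genes known to differ between the strains had a median log2 change of -1.50 (camera, adjusted p = 0.0268, and 0.24 with an estimated correlation) and of -1.15 over all 18 arrays (adjusted p = 0.0192). Its value was -0.44 after a further quantile normalization (adjusted p = 0.451), -2.34 over the 8 members with a mean of at least 4 (adjusted p = 0.794), -0.98 with the mean of all probe sets of a gene (adjusted p = 0.00183), -1.27 without WT uninjured replicate 2 (adjusted p = 0.0746) and -1.21 without WT 12 h replicate 1 (adjusted p = 0.0559). Of the 4 measured sex-linked genes, 1 fell and 3 rose in limma (1 and 3 when adjusted over the list alone). Sex-linked genes had a median log2 change of 0.71 (camera, adjusted p = 0.247) and of 0.58 over all 18 arrays (adjusted p = 0.303). Adding the removed array ended the call of Ngp (adjusted p = 0.0657), Ltf (adjusted p = 0.169) and Pfkp (adjusted p = 0.11). The call ended without WT uninjured replicate 2 for Ltf (adjusted p = 0.142). Signs turned round with the hybridization-control level of each of all 18 arrays as a covariate to 0.12 for Ngp (adjusted p = 0.999), 0.19 for Ltf (adjusted p = 0.999) and 0.49 for Pfkp (adjusted p = 0.999), a setting chosen after seeing the data.

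For RNA of infiltrating neutrophils and macrophages in the wild type 12 h sort, macrophage markers had a median change of -1.59 and neutrophil markers of 0.55. Csf1r was at 2.95 against 11.44 in uninjured cells. These medians rested on single arrays. The macrophage median was -0.17 without WT uninjured replicate 2 and -3.69 without replicate 1. The neutrophil median was -0.10 without WT 12 h replicate 1 and 1.10 without replicate 2, so that no verdict follows. The sort for syndecan-3 is meant to remove such cells, but transcripts of other cell types were present in the uninjured wild type arrays. Whether a loss of such RNA by 12 h enters the falls was not tested. For degraded RNA, the 3' minus 5' difference of Gapdh reached 6.60 on a wild type 12 h array. On 2 of these arrays it was above every other array used. The removed WT uninjured replicate 3 had 6.36 too, beside its high controls (12.75) and lower values of the fallen probe sets. The 1.28 on WT 12 h replicate 2 cannot tell, since the 3' and 5' values there were 4.6 and 3.4, where the floor narrows the difference. The difference of Actb reached 6.36 on the wild type 12 h arrays and 7.74 on the other arrays used, so that no verdict follows.

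Of the 10 splits of the Sdc4-/- 12 h and uninjured arrays, 1, the real one, gave 2890 calls, and the highest other gave 49. Of the 10 splits of the 48 h and uninjured arrays, 1, again the real one, gave 2026, and the highest other 43. The splits are too few for a share under 0.05.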
